# Blocking cell cycle progression through CDK4/6 protects against chronic kidney disease

**DOI:** 10.1172/jci.insight.158754

**Published:** 2022-06-22

**Authors:** Yosuke Osaki, Marika Manolopoulou, Alla V. Ivanova, Nicholas Vartanian, Melanie Phillips Mignemi, Justin Kern, Jianchun Chen, Haichun Yang, Agnes B. Fogo, Mingzhi Zhang, Cassianne Robinson-Cohen, Leslie S. Gewin

**Keywords:** Nephrology, Cell cycle, Fibrosis

## Abstract

Acute and chronic kidney injuries induce increased cell cycle progression in renal tubules. While increased cell cycle progression promotes repair after acute injury, the role of ongoing tubular cell cycle progression in chronic kidney disease is unknown. Two weeks after initiation of chronic kidney disease, we blocked cell cycle progression at G1/S phase by using an FDA-approved, selective inhibitor of CDK4/6. Blocking CDK4/6 improved renal function and reduced tubular injury and fibrosis in 2 murine models of chronic kidney disease. However, selective deletion of cyclin D1, which complexes with CDK4/6 to promote cell cycle progression, paradoxically increased tubular injury. Expression quantitative trait loci (eQTLs) for *CCND1* (cyclin D1) and the CDK4/6 inhibitor *CDKN2B* were associated with eGFR in genome-wide association studies. Consistent with the preclinical studies, reduced expression of *CDKN2B* correlated with lower eGFR values, and higher levels of *CCND1* correlated with higher eGFR values. CDK4/6 inhibition promoted tubular cell survival, in part, through a STAT3/IL-1β pathway and was dependent upon on its effects on the cell cycle. Our data challenge the paradigm that tubular cell cycle progression is beneficial in the context of chronic kidney injury. Unlike the reparative role of cell cycle progression following acute kidney injury, these data suggest that blocking cell cycle progression by inhibiting CDK4/6, but not cyclin D1, protects against chronic kidney injury.

## Introduction

Chronic kidney disease (CKD) affects nearly 15% of the global population and is increasing in prevalence due to the global rise of diabetes and hypertension, the 2 main causes of CKD. Different cell types contribute to CKD progression (e.g., myofibroblasts, macrophages, endothelial cells), but the tubular compartment is a critical target and mediator of kidney injury. Isolated injury to the tubules in murine models is sufficient to cause tubulointerstitial fibrosis, the pathologic hallmark of CKD (1, 2). Among tubular segments, the proximal tubule is particularly vulnerable to acute and chronic kidney injuries, and the injured proximal tubule is considered a potent mediator of CKD progression through production of proinflammatory and profibrotic cytokines (3). Proximal tubules’ response to injury is a critical determinant of whether the kidney undergoes repair or continued tubular injury and fibrosis.

After injury, the most vulnerable tubular cells die through apoptosis or necrosis, while the remaining tubule cells dedifferentiate and reenter the cell cycle. Tubule proliferation following an ischemic or septic event promotes kidney recovery after an acute kidney injury (AKI) (4). However, in the chronically injured kidney, the role of ongoing tubular cell cycle progression is unknown. Our group previously found that selectively deleting the TGF-β type II receptor (TβRII) in proximal tubule cells worsened the response to murine models of CKD, and this was associated with altered cell cycle progression in tubular cells in vitro (5). Consistent with these data, single-cell sequencing showed that human CKD kidneys had more actively cycling proximal tubules compared with kidneys from patients with normal renal function (6). However, these findings do not determine whether the increased cell cycling causes or just reflects ongoing injury. Recent transcriptomic and genome-wide association studies identified dachshund homolog 1 (DACH1), which suppresses tubular cell cycle progression, as having protective effects on CKD (7). Though suggestive that ongoing tubular cell cycling may be detrimental, few studies have directly manipulated cell cycle progression in the chronically injured kidney to determine how tubular cell cycle alters tubular injury and fibrosis.

Most proximal tubules in the uninjured kidney are quiescent (G0) but, upon injury, reenter the cell cycle at G1, which is the first cell cycle checkpoint. Actively cycling cells progress from G1/S phase (DNA synthesis); then to the second checkpoint, G2; and finally to M (mitosis). Work has established that some tubule cells arrest at G2/M following injury, and these G2-arrested cells play an important role in CKD progression through production of profibrotic growth factors like TGF-β and CTGF (8). However, little is known about the role of cell cycle progression at the G1/S transition in chronically injured tubules. Cyclin dependent kinases 4 and 6 (CDK4/6) combine with cyclin D1 to phosphorylate retinoblastoma protein (Rb), leading to the liberation of E2F, a transcription factor that promotes expression of genes related to G1/S phase progression. The FDA-approved drug palbociclib is a highly selective inhibitor of CDK4/6 that is currently used to treat patients with breast cancer and provides an important tool to assess how G1/S cell cycle progression alters CKD progression.

In this manuscript, we use a cell cycle reporter mouse to confirm that cell cycle is persistently altered in the chronically injured proximal tubules. Blocking CDK4/6 in mice after 2 different models of CKD significantly reduced tubular cell cycle progression, ameliorated tubular injury, preserved renal function, and decreased tubulointerstitial fibrosis. Surprisingly, selective tubular deletion of cyclin D1 worsened, rather than improved, tubular injury in murine CKD. Human expression quantitative trait loci (eQTLs) and genome-wide association study (GWAS) data are consistent with the murine studies showing that inhibiting CDK4/6, but not cyclin D1, protects against CKD. Mechanistically, CDK4/6 inhibition reduced proximal tubule cell death through a pathway involving STAT3/IL-1β.

## Results

### Proximal tubules lacking TGF-β receptors have increased cell cycle progression after injury.

Our group previously showed that deleting the TβRII unexpectedly worsened the response to chronic kidney injury, suggesting that some TGF-β signaling may be important for epithelial repair (5). To determine the mechanism, we analyzed RNA-Seq data performed on inner medullary collecting duct (IMCD) cells with and without TβRII, as previously characterized (5). 

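IMCD cells are epithelial cells of the last segment of the collecting duct. The cells came from mice with floxed Tgfbr2, the gene that encodes TβRII, and were immortalized. TβRII-/- cells were treated with an adenovirus that carries Cre, and TβRII fl/fl cells were left untreated. Loss of TβRII therefore cannot be told apart from exposure to the virus or to Cre in these libraries. Each genotype was sequenced in serum-replete medium and after 4 days without serum, which gives 4 libraries, with 1 library for each condition. Tgfbr2 was 73.7 FPKM (fragments per kilobase of transcript, scaled to library size) in the serum-starved library from TβRII-/- cells and 143 FPKM in that from TβRII fl/fl cells, a log2 ratio of −0.94. In serum-replete medium it was 57.0 FPKM in TβRII-/- cells and 163 FPKM in TβRII fl/fl cells, a log2 ratio of −1.50. The value covers the whole gene, on chromosome 9 from 116087698 to 116175363 in mm10, so it does not show whether the floxed exon was lost. TGF-β–induced target genes, a list fixed before the data were examined, did not stand apart in serum-starved cells, where 5 of 23 measured genes were at least 2-fold higher in TβRII-/- cells and 3 were at least 2-fold lower. In serum-replete medium, 12 of 25 were at least 2-fold lower and 1 was at least 2-fold higher. The median log2 ratio of this list was 0.15 in serum-starved cells, at percentile 77.2 of random lists, and −0.97 in serum-replete medium, at percentile 0.
The labels give 30000000 reads of 50 bp. According to the submitters' processing notes, the authors used TopHat2, Cufflinks and Cuffdiff with the mm10 genome build, and the versions are not given in the sources used here. The deposited tables list FPKM for 37981 gene loci and hold the authors' Cuffdiff comparison of the 2 genotypes, in a separate table for each medium. The tables were normalized separately, so the genotypes were compared within a medium, and differences between the media were not tested. The lowest values of long genes lie close to whole steps, and the size of a step corresponds to about 33700000 reads for TβRII-/- and 33500000 for TβRII fl/fl cells in serum-starved medium, and to about 41600000 and 33200000 in serum-replete medium. Only relative depth can be read from these figures, since they assume fragments of 200 bp. Here, genes with at least 1 FPKM in either library of a medium were compared by the log2 ratio of FPKM + 1 in TβRII-/- to FPKM + 1 in TβRII fl/fl cells, which understates the change of low genes. A gene is called higher or lower at a ratio of at least 2-fold. Each list's median was placed among 10000 random lists of equal size and similar expression, and a list outside the central 95% is said to stand apart. With 1 library per condition there is no replicate check, so all differences describe these libraries, and no test was run. The authors' Cuffdiff comparison also set 1 library against 1 library, so its adjusted p does not measure the spread between cultures of a genotype.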

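In serum-starved cells, the condition named in the legend of Figure 1A, Cdkn1a (p21), an inhibitor of cyclin-dependent kinases, was 184 FPKM in TβRII-/- and 50.9 FPKM in TβRII fl/fl cells, a log2 ratio of 1.84. Cdk15, a member of the cyclin-dependent kinase family, was 4.46 FPKM in TβRII-/- and 0.0673 FPKM in TβRII fl/fl cells, a log2 ratio of 2.35. Ccnd1 (cyclin D1), the partner of CDK4/6, was 156 FPKM and 122 FPKM, a log2 ratio of 0.34. Cdkn1b (p27) was 28.8 FPKM and 32.5 FPKM, and the homeobox gene Prrx2 was 0.0401 FPKM and 0.742 FPKM. In serum-replete medium, Ccnd1 was 168 FPKM in TβRII-/- and 38.6 FPKM in TβRII fl/fl cells, a log2 ratio of 2.09, and Cdkn1a was 139 FPKM and 23.0 FPKM, a log2 ratio of 2.54. There Prrx2 was listed at 0 in TβRII-/- cells and at 8.44 FPKM in TβRII fl/fl cells, and Cdk15 was 1.21 FPKM in TβRII-/- cells and was listed at 0 in TβRII fl/fl cells. Cdkn1b was 20.2 FPKM and 25.5 FPKM. Of the values printed in Figure 1A, 8 lie within 1.5-fold of the serum-starved libraries or are 0 in both, against 13 for the serum-replete libraries.
Genes of the later cell cycle stood apart in serum-replete medium, and the difference between the media was not tested. Of 30 genes of G2/M and mitosis, 29 were at least 2-fold higher in TβRII-/- cells in serum-replete medium, with a median log2 ratio of 1.96 (percentile 100 of random lists), and none was at least 2-fold different after serum starvation, where the median was −0.047 (percentile 17.5). Prc1, which organizes the mitotic spindle, was 247 FPKM in TβRII-/- and 61.1 FPKM in TβRII fl/fl cells with serum, and 37.7 FPKM and 45.9 FPKM without. Aurkb, a mitotic kinase, was 71.7 FPKM and 23.6 FPKM with serum, and 13.3 FPKM and 18.4 FPKM without. Pttg1, singled out after its values were seen, was the exception, with a log2 ratio of −0.57 in serum-replete medium. Of 30 genes of S phase and DNA replication, 8 were at least 2-fold higher with serum and none was lower (median 0.62, percentile 100). Without serum, 1 of these, Orc1, was higher and Gins2 and Chaf1b were lower, and the median of −0.42 was below that of all random lists (percentile 0). Among 20 G1/S regulators, 6 were higher with serum (median 0.48, percentile 99.95), and after serum starvation only Myc was at least 2-fold different, at a log2 ratio of −1.02 (median −0.0014, percentile 37.7).
Of the 7 genes for CDK inhibitors, 2 were higher and 2 were lower after serum starvation (median 0.20, percentile 75.9). With serum, 5 passed the expression filter, which Cdkn2b and Cdkn1c did not, and 3 of these were higher, Cdkn1a and, named after their values were seen, Cdkn2c and Cdkn2d, and 1, Cdkn2a, was lower (median 1.502, percentile 99.99). With no expression filter the median over all 7 genes was 0.47 (percentile 98.6), and with the mean in place of the median this list no longer stood apart (mean 0.57, percentile 96.2). Across all genes, 1018 were higher and 842 were lower in TβRII-/- cells among 12687 genes in serum-starved medium, against 884 higher and 1408 lower among 12635 genes in serum-replete medium. Of the 986 genes that differed in both media, 92.8% differed in the same direction. Cdkn1a had an adjusted p of 0.195, Cdk15 of 0.571, Prrx2 of 0.988 and Ccnd1 and Cdkn1b of 0.99965 in the authors' deposited table for serum-starved cells. Prrx2 and Cdk15 had an adjusted p of 0.0104, Cdkn1a of 0.0581, Ccnd1 of 0.316 and Cdkn1b of 0.99965 in the authors' deposited table for serum-replete cells.

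**Figure D1:**
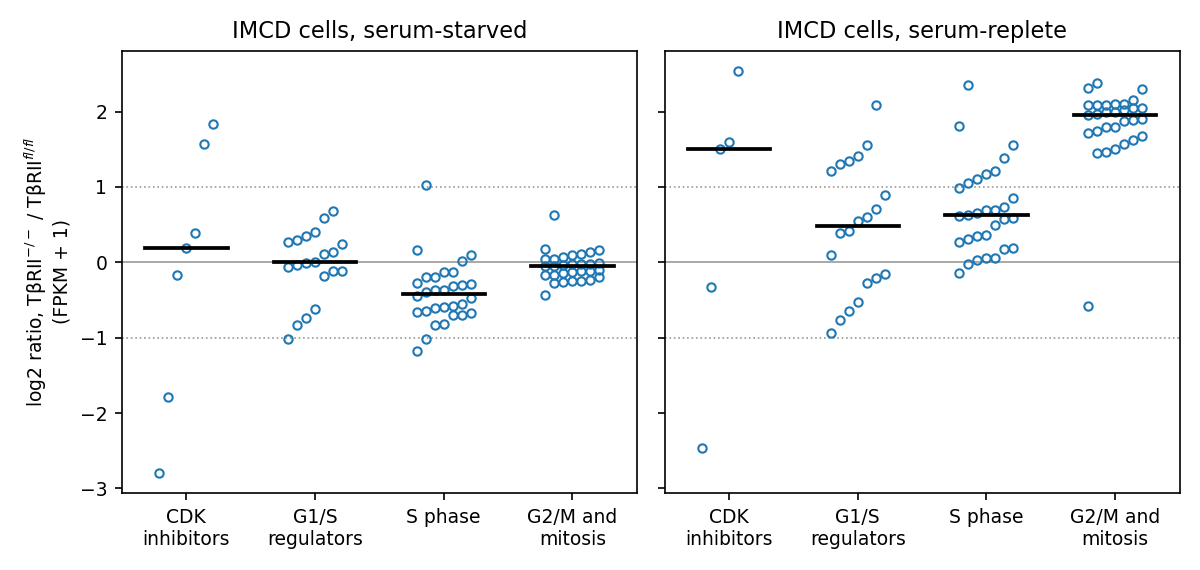
Log2 ratio of FPKM + 1 in TβRII-/- to FPKM + 1 in TβRII fl/fl IMCD cells for each gene of the 4 cell cycle lists (circles) with the list's median (bar), in serum-starved and serum-replete medium, from 1 library per condition. Dotted lines mark a 2-fold ratio, and the median of the G2/M and mitosis genes is −0.047 in serum-starved and 1.96 in serum-replete medium.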

Several genes related to cell cycle were significantly altered (Figure 1A). In particular, Cdkn2a (p16) and Cdkn2b (p15) — cell cycle inhibitors that repress CDK4/6-mediated cell cycle progression from G1 to S — were suppressed in TβRII^–/–^ IMCD cells. 

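Cdkn2a and Cdkn2b were listed at 0 in both libraries from TβRII-/- cells. In TβRII fl/fl cells, Cdkn2a was 5.94 FPKM after serum starvation and 4.52 FPKM in serum-replete medium, and Cdkn2b was 2.45 FPKM and 0.871 FPKM. The genes are neighbors on chromosome 4 of mm10, Cdkn2a from 89274471 to 89294653 and Cdkn2b from 89306289 to 89311032. The Cdkn2a locus also encodes p19ARF, an inhibitor of Mdm2, and the gene-level value does not separate it from p16. The authors' test, given next, set 1 library against 1 library, so its adjusted p does not measure the spread between cultures. The adjusted p was 0.0103 for Cdkn2a and for Cdkn2b in the authors' deposited table for serum-starved cells. In the authors' deposited table for serum-replete cells it was 0.0104 for Cdkn2a and 0.0614 for Cdkn2b.
Mtap, an enzyme gene of methionine salvage that ends 93389 bp before Cdkn2a, was 31.6 FPKM in TβRII-/- and 50.4 FPKM in TβRII fl/fl cells after serum starvation, and 54.3 FPKM and 51.2 FPKM in serum-replete medium. Klhl9, farther away on the side of Cdkn2a, was 26.3 FPKM and 18.3 FPKM without serum. Dmrta1, on the side of Cdkn2b, was listed at 0 in all 4 libraries. Of 70 other gene loci within 1 Mb, 6 had at least 1 FPKM in both TβRII fl/fl libraries, and none of these was listed at 0 in both TβRII-/- libraries. All 6 lie on the side of Cdkn2a. On the side of Cdkn2b no locus within 1 Mb reached 1 FPKM in any library, so these values leave that side unread. A value of 0 is given here as listed, since 60 loci, Cdkn2a among them, were at 0 in both libraries of a genotype and at 1 FPKM or more in both of the other. Of these, 31 share their locus with another gene and 16 are protein-coding. Among the protein-coding ones 2 share their locus, and Cdkn2a does not. Of those with a locus of their own, 11 were at 0 in both TβRII-/- libraries and 3 in both TβRII fl/fl libraries. The protein-coding ones include Kmt2d, a widely expressed histone methyltransferase gene chosen after its values were seen, which was listed at 0 in both TβRII fl/fl libraries and at 4.92 FPKM and 3.96 FPKM in the serum-starved and serum-replete TβRII-/- libraries. The paper states that Cdkn2a and Cdkn2b, which repress the passage from G1 to S through CDK4/6, were suppressed in TβRII-/- IMCD cells.

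**Figure D2:**
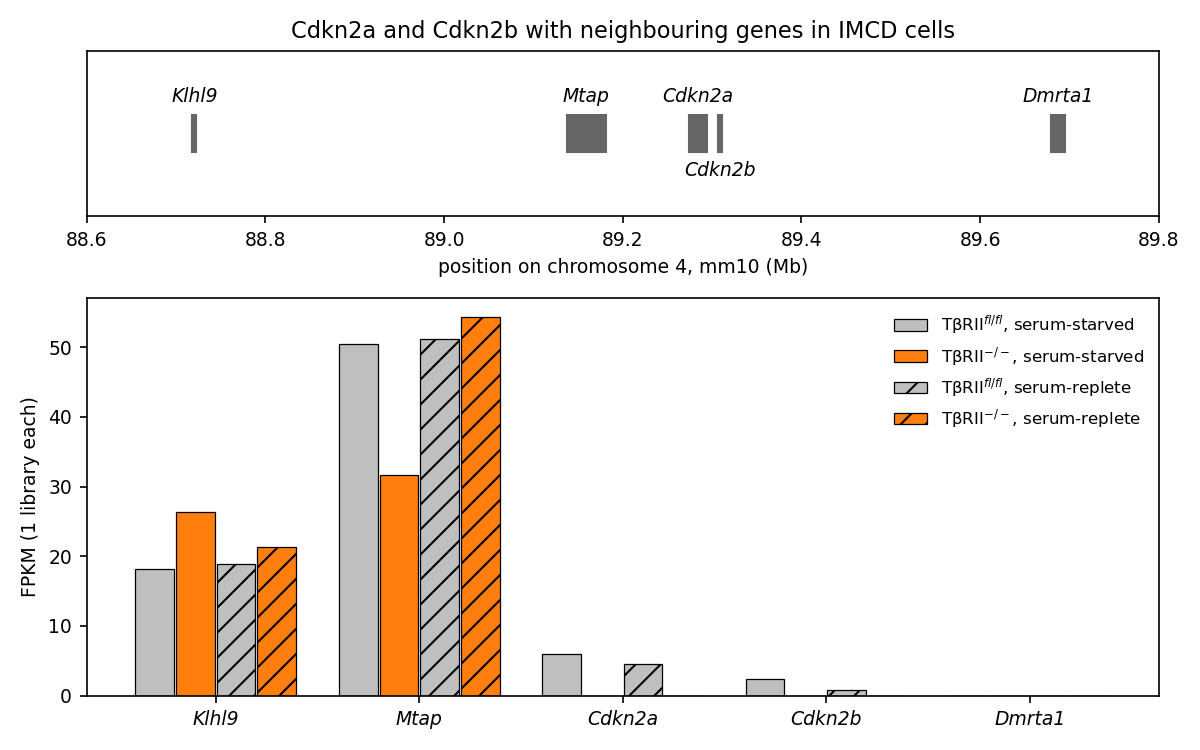
Positions of Cdkn2a, Cdkn2b and neighboring genes on chromosome 4 of mm10, in Mb, and their FPKM in the 4 libraries (bars, 1 library each). Cdkn2a and Cdkn2b have no bar for TβRII-/- cells, where they are listed at 0, and Dmrta1 has none in any library, whereas Mtap lies between 31.6 and 54.3 FPKM.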

We then validated that Cdkn2a/b gene expression was significantly reduced in conditionally immortalized proximal tubule (PT) cells with TβRII deleted in vitro and previously characterized (Figure 1B) (9). These data show that deleting TβRII significantly suppressed gene expression of the G1/S cell cycle inhibitors Cdkn2a and Cdkn2b in vitro, and our group previously showed that these TβRII^–/–^ PT cells had increased G2/M arrest after injury in vitro (5).

Cell cycle in vitro may not accurately reflect in vivo responses, so we investigated how TβRII affects PT cell cycle in vivo by crossing γGT-Cre;Tgfbr2^fl/fl^ mice (9) with the mT/mG reporter mouse, which labels Cre-expressing cells with membrane-bound GFP (10). Mice were injured by aristolochic acid (AA), a toxin that targets the PT leading to tubulointerstitial fibrosis and causes human CKD. By gating on GFP^+^ cells, we previously demonstrated that AA leads to persistent PT-specific cell cycle changes 4 weeks after injury (10). Mice lacking TβRII in PT cells (γGT-Cre;mT/mG;Tgfbr2^fl/fl^) had fewer PT cells in G0/G1 and more in G2/M 1 week after AA compared with those with TβRII intact (γGT-Cre;mT/mG) (Figure 1C). The difference in PT-specific G2/M persisted at 4 weeks after AA-induced injury (Figure 1D). We confirmed these findings using a cell cycle reporter mouse that specifically labels PT cells in G0/G1 with mCherry and those in S/G2/M with mVenus (γGT-Cre;R26Fucci2aR, hereafter referred to as “γGT-Cre;Fucci”), as previously published (10, 11). The mice lacking TβRII in PT cells had increased cell cycling (mVenus^+^ cells detected by GFP immunostaining) compared with those with TβRII intact (Figure 1E). To confirm that these findings are not specific to the AA model, we also injured the Fucci mice using uninephrectomy plus angiotensin II infusion (UniNx/AngII), a hypertensive model that induces tubulointerstitial fibrosis (12). Consistent with the AA model, mice lacking PT-specific TβRII had more PT cells actively cycling (i.e., GFP^+^ cells; Figure 1, E and F). Taken together, deleting TβRII significantly reduced Cdkn2a/b expression in vitro and increased PT-specific cell cycling in 2 models of murine CKD.

### Inhibiting CDK4/6 ameliorated the response to chronic kidney injury.

Conditional deletion of TβRII in PT cells worsened the response to chronic kidney injury (5) and increased PT-specific cell cycling. Although TGF-β signaling has a direct effect on Cdkn2a/b, it is unclear whether the TβRII-dependent alterations in cell cycling in vivo cause the exacerbated injury response or merely reflect increased injury. To determine if there is a mechanistic link between increased cell cycling at G1/S and tubular injury, we administered palbociclib — an FDA-approved specific inhibitor of CDK4/6, the targets of Cdkn2a/b (Figure 2A) — or vehicle to mice 18 days after UniNx/AngII (Figure 2B). We confirmed that there were no differences in blood pressure between palbociclib- and vehicle-treated mice (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.158754DS1). CDK4/6 inactivates Rb through inhibitory phosphorylation, and, as expected, palbociclib-treated kidneys had less phosphorylated Rb (Figure 2, C and D). We confirmed that palbociclib reduced cell cycle progression in the UniNx/AngII-treated kidneys using staining for Ki-67, measuring G1/S/G2/M, EdU for S phase, and phosphorylated histone H3 (pHH3) for G2/M (Supplemental Figure 2).

Blocking CDK4/6 reduced UniNx/AngII-induced tubule injury as measured by tubule injury scoring (see Methods) and kidney injury molecule 1 (KIM-1) gene expression in renal cortices (Figure 2, E–G). Renal function, measured by blood urea nitrogen (BUN), was also significantly reduced (Figure 2H). CDK4/6 inhibition also decreased renal fibrosis measured by Picrosirius red staining, collagen I IHC, and gene expression (Figure 2, I–M). Inflammation is an important component of kidney injury, and macrophage expression in human CKD biopsies predicts worse renal survival (13). Macrophage infiltration, measured by F4/80 staining, was reduced in palbociclib-treated UniNx/AngII-injured kidneys (Figure 2, N and O). Tubule cell death contributes to tubular atrophy, a critical component of tubulointerstitial fibrosis; cortical tubule cells that were TUNEL^+^, marking apoptotic and necrotic cells, were significantly reduced in palbociclib-treated mice (Figure 2, P and Q). There are concerns, primarily based on oncology literature, that blocking cell cycle progression from G1/S phase induces tubular senescence, an irreversible state of cell cycle arrest in which cells produce proinflammatory and profibrotic cytokines. We measured senescence-associated β-galactosidase expression in frozen sections and found that palbociclib actually reduced β-galactosidase expression (Figure 2, R and S). Gene expression of p21 (Cdkn1a), another indicator of senescence, was similarly suppressed by CDK4/6 blockade in vivo (Figure 2T).

We confirmed the protective effect of blocking CDK4/6 in the adenine nephropathy model, which induces crystal formation in PT cells, leading to inflammation and tubulointerstitial fibrosis (14). Palbociclib reduced tubule injury, KIM-1 gene expression, and BUN when given 2 weeks after the initiation of adenine nephropathy compared with vehicle-treated mice (Figure 3, A–D). Tubulointerstitial fibrosis and macrophage accumulation were also attenuated by CDK4/6 inhibition, as measured by Picrosirius red, collagen I IHC and immunoblots, and F4/80 IHC (Figure 3, E–L). Thus, blocking CDK4/6 after the initiation of 2 different CKD murine models improved tubular injury, renal function, and tubulointerstitial fibrosis.

### Deletion of tubular cyclin D1 worsens response to chronic kidney injury.

Given the protective effect of inhibiting CDK4/6, we selectively deleted cyclin D1, which complexes with CDK4/6 to promote cell cycle progression (Figure 2A), in renal tubules. To do so, we crossed the doxycycline-inducible Pax8-rTTA;tetO-Cre mouse (15) with the Ccnd1^fl/fl^ mouse to generate Ccnd1^fl/fl^;Pax8-rTTA;tetO-Cre (CyclinD1^CKO^) and confirmed recombination after placing the mice on a doxycycline-containing diet (Supplemental Figure 3). Mice were subjected to UniNx/AngII injury and placed on a doxycycline-containing diet 7 days after the operation (Figure 4A). Contrary to expectations, mice with conditional KO of cyclin D1 had greater tubular injury indicated by greater histological tubular injury, significantly higher gene expression of KIM-1 (Havcr1), and decreased renal function measured by BUN (Figure 4, B–E). There were no significant changes in fibrosis measured by either Picrosirius red or Col1a1 gene expression. Others have reported CDK4/6-independent effects of cyclin D1 (e.g., STAT3 suppression, DNA damage repair) that may be protective in injury (16), and there was a trend toward increased STAT3 signaling in the CyclinD1^CKO^ mice (Supplemental Figure 4). Therefore, unlike inhibition of CDK4/6, deletion of cyclin D1 augmented tubular injury in a CKD murine model.

### Human genetic variants in genes CDKN2B and CCND1 significantly associated with changes in kidney function.

Prior data suggest that cell cycle progression is altered in human CKD kidneys, and our preclinical data suggest that blocking G1/S progression at CDK4/6, but not cyclin D1, is protective in chronic kidney injury. To assess whether this translates to human CKD, we examined whether eQTLs for *CCND1* (cyclin D1), *CDKN2B* (p15), and *CDKN2A* (p16) were associated with eGFR in GWAS (Table 1). Of the 31 eQTLs, 4 for *CCND1* and 1 for *CDKN2B* were significantly associated with eGFR in GWAS. For the significant eQTL for *CDKN2B* (rs9632884), lower gene expression correlated with lower eGFR, consistent with our preclinical data in which greater blockade of CDK4/6, the target of palbociclib and *CDKN2A/B*, was protective in CKD (Table 1). Conversely, the 4 eQTLs for *CCND1* showed that higher levels of cyclin D1 were associated with higher eGFRs, consistent with the murine conditional KO mice. Thus, human genetic data suggest that reduced expression of CDK4/6, but not cyclin D1, protects against CKD in humans, consistent with our pharmacologic and genetic data in murine kidney injury.

### Inhibiting CDK4/6 protects PT cells in vitro from cell death.

Chronically injured mice treated with palbociclib had fewer TUNEL^+^ tubule cells (Figure 2, O and P), but given the systemic administration of palbociclib, we investigated whether modulation of cell cycle at the G1/S stage has a direct effect on PT cell survival. Conditionally immortalized PT cells were transfected with siRNA to Cdnk2a (p16), which blocks CDK4/6, and effective knockdown was verified (Supplemental Figure 5). Cells with Cdkn2a knocked down had increased cell death, measured by cleaved caspase 3, after 3 days of treatment with AA compared with scramble-treated controls (Figure 5, A and B). Primary cells enriched for PT cells (primary PT cells) were characterized (Supplemental Figure 6) and treated with AA, and cell death was ameliorated by palbociclib compared with DMSO control (Figure 5, C and D). To more closely model the injury induced by UniNx/AngII, primary PT cells were also treated with either AngII or hypoxia (1% O_2_), a common feature of the chronically injured kidney (17). Hypoxia was validated with gene expression of the hypoxia-inducible factor Egln3 (Supplemental Figure 7). Consistent with the AA-treated cells, primary PT cells treated with palbociclib were protected from cell death induced by either AngII or hypoxia (Figure 5, E–H).

We then investigated whether the protective effect of palbociclib depends upon its effects on cell cycle progression. We knocked down Rb, the target of CDK4/6 that leads to cell cycle progression through E2F-dependent transcription (Figure 2A), negating the effects of palbociclib on the cell cycle (Supplemental Figure 8). As expected, palbociclib had a significant protective effect on survival in AA-treated PT cells, but this was lost in cells treated with siRNA-Rb (Figure 5, I and J), suggesting that the protective effect of palbociclib requires the presence of Rb. Taken together, data from genetic and pharmacologic inhibitors show that blocking CDK4/6 promotes PT cell survival in vitro and that this protection is cell cycle dependent.

### Inhibiting CDK4/6 protects PT cells through a STAT3/IL-1β pathway.

Injured PT cells promote tubulointerstitial fibrosis through production of proinflammatory and profibrotic cytokines. Cell proliferation is often linked to the signal transducer and activator of transcription 3 (STAT3) pathway, which has been implicated in proliferation and fibrosis, specifically in kidney diseases (18, 19). The CDK family can directly modulate STAT3, and alterations in STAT3–CDK2/4/6 in human malignancies portend a worse prognosis (20, 21). Thus, we hypothesized that palbociclib may ameliorate tubular injury and tubulointerstitial fibrosis through STAT3 suppression. Primary PT cells treated with hypoxia or AngII had increased STAT3 phosphorylation (i.e., activated STAT3), but this was attenuated by palbociclib treatment (Figure 6, A–D). Others have shown that inhibiting STAT3 in the kidney reduced IL-1β, a proinflammatory cytokine that is also implicated in kidney fibrosis and tubular injury (22, 23). To determine the effect of CDK4/6 inhibition on tubular IL-1β specifically, primary PT cells were treated with hypoxia or AngII, both of which upregulated tubular gene expression of IL-1β (Figure 6, E and F), in addition to CXCL2 and CXCL5, which are cytokines induced by CDK4/6 activity in keratinocytes (24). Furthermore, gene expression levels of these cytokines in primary PT cells treated with hypoxia or AngII were significantly attenuated by palbociclib treatment (Figure 6, E and F). Since TGF-β signaling modulates expression of p15/p16 (Figure 1B), which directly suppress CDK4/6, we examined how deletion of TβRII in conditionally immortalized PT cells affects IL-1β. TβRII^–/–^ PT cells had significantly increased IL-1β gene expression after treatment with AA (Figure 6G). Taken together, our data suggest that blocking CDK4/6 reduces STAT3 activation and IL-1β expression.

In prior studies, inhibiting IL-1β reduced tubular injury in human kidney organoids (23), so we tested whether the protective effect of CDK4/6 inhibition in hypoxic primary PT cells could be mediated by IL-1β blockade using a neutralizing antibody to IL-1β. Apoptosis, measured by cleaved caspase 3, was reduced by the IL-1β antibody to a similar extent as palbociclib administration (Figure 7, A and B). Furthermore, there was no additional protection afforded by treating PT cells with both IL-1β antibody and palbociclib, suggesting that the 2 were acting on the same pathway. Cleaved caspase 3 measures apoptosis specifically, and it is debatable as to whether apoptosis is beneficial or detrimental in the context of CKD. Necroptosis, or programmed necrosis, has recently been implicated in renal tubular injury in AKI and CKD (25–27). Necroptosis is induced in cells with high levels of receptor interacting-protein 3 (RIP3), which lead to recruitment of mixed lineage kinase domain-like protein (MLKL) and plasma membrane disruption (28). Hypoxia increased RIP3 and MLKL expression, which were reduced by both palbociclib and IL-1β, but not in an additive fashion (Figure 7, C–E). Thus, blocking CDK4/6 reduces STAT3/IL-1β, and IL-1β is, in part, responsible for the CDK4/6-dependent tubular apoptosis/necroptosis in PT cells after injury.

We then determined whether the protective effects of blocking CDK4/6 on the STAT3/IL-1β pathway observed in PT cells were present in CKD models. Consistent with the in vitro data, palbociclib significantly reduced STAT3 activity in UniNx/AngII-injured mouse cortices compared with vehicle control (Figure 8, A and B). Likewise, gene expression of IL-1β was significantly suppressed in palbociclib-treated kidneys from both UniNx/AngII and adenine nephropathy CKD models (Figure 8, C and D). STAT3 has numerous downstream targets, and other investigators have identified Lcn2, Pdgfb, and Timp1 as profibrotic factors directly downstream of tubular STAT3 activity in the kidney (29). Palbociclib-treated mice injured by UniNx/AngII did have significantly lower levels of Pdgfb and a trend toward reduced Lcn2 (Figure 8, E and F), suggesting that IL-1β is unlikely to be the only mediator of injury downstream of STAT3. In conclusion, blocking CDK4/6 reduces STAT3 activation and IL-1β expression in CKD models and mediates, in part, the protective effects on PT cells in vitro.

## Discussion

Cell cycle progression and proliferation have widely been considered protective in the context of kidney injury and repair. Counter to this paradigm, we show that slowing cell cycle progression at G1/S by blocking CDK4/6 protected against tubule injury, renal functional decline, and tubulointerstitial fibrosis in 2 models of CKD. Palbociclib promoted PT cell survival when cells were subjected to hypoxia, AngII, or AA. The protective effect of palbociclib was dependent upon its actions on the cell cycle, as Rb knockdown abrogated the protective effect. In addition, the STAT3/IL-1β pathway appears to mediate, in part, palbociclib’s protective effect on renal tubules. Importantly, a genetic polymorphism that lowers expression of *CDKN2B*, which also targets CDK4/6, is significantly associated with lower eGFR, suggesting a causal relationship between increased CDK4/6 activity and human CKD.

Few studies have directly investigated the role of cell cycle progression in kidney injury, and nearly all of these prior studies have studied its role in AKI rather than CKD. CKD4/6 inhibitors have been shown to prevent AKI when given prior to either ischemia reperfusion injury (IRI) or cisplatin (30, 31). Induction of cellular quiescence with palbociclib prior to injury likely protects against DNA damage and cell death, as has been shown in models of radiation-induced myelosuppression (32). After AKI, proliferation is critical to reestablish healthy tubules (33), and genetic deletion of Cdkn2a (i.e., p16^INK4a^) improved the tubular atrophy and fibrosis after IRI, likely due to augmented tubular proliferation and reduced senescence (34). Consistent with this, we also treated mice with palbociclib after IRI (begun 4 or 10 days after the ischemic event), but blocking CDK4/6 caused greater mortality and no protective effect at 28 days after injury (data not shown). Thus, blocking CDK4/6 and cell cycle progression is protective in gradually progressive models of CKD (e.g., hypertension) but not after an acute ischemic event when rapid cell cycle progression is critical for repair.

The role of cell cycle progression in CKD, during which time the insult is continuous and indolent, has not been well investigated. We chose the UniNx/AngII model because it is a gradually progressive model of hypertension-induced injury, and hypertension is the second leading cause of end stage kidney disease (ESKD). The beneficial effects of CDK4/6 inhibition were recapitulated in the adenine nephropathy model, another gradually progressive model that targets the PT. Importantly, in both models, administration of palbociclib was started at least 14 days after injury initiation. Counter to reports in the cancer field, palbociclib did not induce senescence, as measured by β-galactosidase staining and p21 levels, in our tissue. Even in the cancer literature, the senescence induced by palbociclib is incomplete, as palbociclib’s effects on the cell cycle are reversible, whereas senescence is an irreversible cell cycle arrested state (35). One feature of senescent cells is that they are growth arrested, despite the presence of mitotic stimuli, and many cancer lines require overactivation of other growth pathways (e.g., MAPK, mTORC1) in order to produce senescence (36, 37). Thus, the ability of palbociclib to induce senescence in noncancerous tissues that lack mutations in these mitogenic pathways is unclear and not supported by our data. Alternatively, more prolonged treatment (>3 weeks) with a CDK4/6 inhibitor may generate different effects on senescence.

Our studies are consistent with prior evidence in the literature suggesting that ongoing tubular cell cycle progression may be detrimental. Epidermal growth factor (EGF) is upregulated after kidney injury and is an important promoter of tubular proliferation. Studies support a protective role for EGF in tubular repair after AKI, but they support a detrimental effect of EGF in CKD (38, 39), raising the question of whether EGF’s profibrotic effects in chronic injury are mediated by ongoing cell cycle progression. Interestingly, several proteins that suppress tubular cell cycle progression (ZAG, HCaRG, and GCM1) have been shown to reduce fibrosis following injury (40–42). However, all of the proteins investigated in these prior studies mediate many cell cycle–independent effects and did not directly assess the role of cell cycle progression in CKD.

A key question is how CDK4/6 inhibition exerts its protective effects. While Rb is the target of CDK4/6 that controls cell cycle progression from G1 to S, CDK4/6 does have other Rb-independent effects (43). However, the protective effect of palbociclib on proximal tubular survival was abrogated without Rb present, indicating that its effects on cell cycle are critical to the protective effects on tubule epithelia. This finding differs from a study in which CDK4/6 inhibition was protective in a psoriasis model but independent from its effects on cell cycle (24). Though palbociclib’s effects on cell survival were dependent upon Rb, we cannot rule out kinase-independent effects, as well. Slowing cell cycle progression at G1/S might be protective for several reasons. By reducing the number of cells that progress to S phase, CDK4/6 inhibition decreases the number of cells that then continue to G2/M arrest, associated with a more profibrotic phenotype (8). Consistent with this, our mice lacking TβRII had increased tubule-specific G2/M arrest after injury (Figure 1, C and D), and TβRII^–/–^ PT cells had expression of Cdkn2a/b, inhibitors of CDK4/6, as well as increased G2/M arrest (5). Additionally, cell cycle progression is energetically demanding, which may not be well tolerated by tubule cells in the hypoxic, chronically injured kidneys. Inducing a quiescent state in injured tubules may lessen the metabolic demands, though further studies are needed to clarify the effect of reduced cell cycle progression on tubular metabolism.

Our data suggest that reducing cell cycle progression through CDK4/6 blockade is protective, in part, through STAT3/IL-1β inhibition. Others have shown that STAT3 is activated in injured kidney tubules and is a well-described mediator of tubulointerstitial fibrosis (18, 44). Proliferating epithelia commonly have increased STAT3 activity, and STAT3 activity is integral to the pathophysiology of podocyte and tubular injury in HIV-associated nephropathy (45). How CDK4/6 specifically activate STAT3 is unclear, but others have shown that CDK4/6 promote STAT3 activation through the methyltransferase EZH2 or directly by binding to the STAT3 promoter (20, 24). Recent data link activity of several CDKs with proinflammatory cytokine production (20), raising the broader question of whether proliferating epithelia may generate an inflammatory microenvironment. STAT3 induces many downstream cytokines, including IL-1β, and our in vitro data suggest that palbociclib may be protective through its blockade. IL-1β can be injurious to PT cells and activate stromal cells to myofibroblasts (23). However, the antifibrotic effects of palbociclib may be mediated by other factors downstream of STAT3 such as PDGF-β, the expression of which was also reduced by palbociclib in UniNx/AngII-injured mice (Figure 5H).

To genetically target cell cycle progression in kidney tubules, we generated mice with tubule-specific deletion of cyclin D1, which complexes with CDK4/6 to phosphorylate Rb. Surprisingly, CyclinD1^CKO^ mice sustained greater tubular injury when recombination was induced after initiation of a hypertensive model of injury. Cyclin D1 has potentially protective actions independent of CDKs, including activation of estrogen receptor–mediated transcription, repression of STAT3, and repair of DNA damage (16, 46–48). The CyclinD1^CKO^ mice had a nonsignificant trend toward increased STAT3 expression and activation (Supplemental Figure 4), and the exact mechanism of exacerbated tubular injury is beyond the scope of this study. However, the discrepant results between the palbociclib-treated and CyclinD1^CKO^ mice is likely due to CDK-independent effects of cyclin D1.

The beneficial effects of blocking CDK4/6 are translatable to human CKD, as diminished expression of *CDKN2B* significantly correlated with decreased renal function (lower eGFR) in patients. Others have described that the *CDKN2B-AS1* (antisense 1) variant is associated with coronary artery disease and type 2 diabetes (49–51), and variants in *CCND1* have been associated in GWAS with type 2 diabetes, hemoglobin A1c, and BMI (51–53). However, to our knowledge, no prior studies have shown *CDKN2B* or *CCND1* eQTLs associating with kidney disease, as described in this manuscript.

In summary, our data challenge the assumption that renal tubular cell cycle progression is always beneficial in the context of renal injury. Reducing cell cycle progression using an FDA-approved selective CDK4/6 inhibitor protected against tubular injury and fibrosis after the initiation of 2 CKD injury models. Pharmacologic and genetic manipulation of cell cycle regulators in CKD preclinical models, as well as human genetic data, suggest that reducing CDK4/6 activity, but not cyclin D1, may be a novel therapeutic strategy for treating CKD.

## Methods

### Animal models.

We purchased FVB and Balb/c mice from the Jackson Laboratory and Charles River Laboratories, respectively, and γGT-Cre;Tgfbr2^fl/fl^ mice were generated on N10 of FVB background as previously published and characterized (9). Mice were crossed onto the mT/mG reporter mouse (54) (backcrossed to N10 FVB) or R26Fucci2aR (Fucci, mixed background) cell cycle mouse from Ian Jackson (The University of Edinburgh, Edinburgh, United Kingdom) (11). Cyclin D1 was selectively and inducibly deleted in renal tubules by crossing the Pax8-rtTA mice with the tetO-Cre (15) and the Ccnd1^fl/fl^ mice (gift from Peter Sicinski, Harvard University, Cambridge, Massachusetts, USA). For all injury experiments, we used male mice 8–12 weeks old. For AA nephropathy, mice were injected with 4 mg/kg of AA (Sigma-Aldrich, A9451) by i.p. injection 6 times over 2 weeks and euthanized 1 or 4 weeks after the last injection. For the UniNx/AngII model, the right kidney was removed and a s.c. osmotic minipump (Alzet, AP-2004) containing AngII delivered at 1.4 mg/kg per day for 4 weeks was placed. For adenine nephropathy model, Balb/c mice were fed 0.25% adenine-containing chow (Sigma-Aldrich, A8626), alternating with regular chow for 4 weeks. Some mice injured by either UniNx/AngII or adenine nephropathy were gavaged (6 days a week) with 150 mg/kg of palbociclib (Pfizer compound-only grant) or vehicle control (0.05N sodium lactate buffer, pH 4). Blood pressure was measured by tail plethysmography (BP-2000 blood pressure analysis system, Visitec systems) in the UniNx/AngII-treated mice.

### Flow cytometry.

We used a previously published protocol (10) where kidney tissues were fixed with 4% paraformaldehyde and protease inhibitors for 30 minutes prior to permeabilization; they were then incubated with collagenase type I (Thermo Fisher Scientific) and dispase II (Invitrogen) for 1 hour. Samples were passed through a 16.5 gauge needle; then, they were passed through a 20 gauge needle and a 50 μM filter. After centrifugation at 5000*g* for 5 minutes at 4°C, samples were incubated with Fc blocking antibody (CD16/CD32 rat anti-mouse, clone 2.4G2, BD Biosciences) followed by anti-GFP (Novus Biologicals, catalog NB600-308), anti–rabbit Alexa Fluor 488 (Cell Signaling Technology, catalog 4412S), and DAPI (Cell Signaling Technology). Data were acquired with BD LSR Fortessa Analyzer at the VUMC Flow Cytometry Shared Resource and analyzed by FlowJo (Becton Dickinson).

### Tubule injury score.

Tubular injury was scored by pathology colleagues who were blinded to the treatment status of the mice. All nonoverlapping fields in cortex were scored (400× magnification) using the following tubular injury system: 0 = no injury; 1 = 1%–25%; 2 = 26%–50%; 3 = 51%–75%; 4 = 76%–100%. Tubular injury was defined as protein cast formation, tubular dilatation, tubular cell swelling, vacuolization, or tubular degeneration.

### IHC and staining.

Paraffin-embedded tissues were rehydrated, and antigen target retrieval was performed with 100 mM Tris buffer (pH 10) in a pressure cooker. For the collagen I, the slides were incubated with collagenase I (Sigma-Aldrich, C0130). The following primary antibodies were used: GFP (Novus Biologicals, NB600-308), Ki-67 (Abcam, ab15580), phospho–histone H3 (Santa Cruz Biotechnology Inc., SC-8656-R), F4/80 (Abcam, ab6640), and collagen I (Abcam, ab34710). Tissues were incubated with the appropriate biotinylated secondary antibody (Vector Laboratories), amplified with ABC Elite peroxidase (Vector Laboratories), and detected by DAB (Millipore Sigma, D4293). Images were taken with Nikon Eclipse E600 or Nikon Eclipse Ti microscopes. For quantification of staining, 10 fields were taken per sample and quantified using ImageJ (NIH). TUNEL assay was performed using ApopTag Plus Peroxidase in Situ Apoptosis Kit (Sigma-Aldrich, s7101) according to the manufacturer’s instructions. Ten fields (×200) per samples were taken, and TUNEL^+^ cortical tubular cells were counted. Rehydrated paraffin-embedded slides were incubated overnight with Picrosirius red (Sigma-Aldrich, 36-554-8), briefly washed in acetic acid, and dehydrated. For senescence β-galactosidase staining, kidney tissues were incubated in 4% paraformaldehyde for 2 hours and 30% sucrose overnight at 4°C, and they were then embedded in OCT. Frozen tissue sections were stained with the Cell Signaling Technology senescence β-galactosidase staining kit (catalog 9860). Ten fields at 400× were taken of the renal cortex, and β-galactosidase^+^ staining was quantified with ImageJ.

### BUN measurement.

Whole blood was collected in heparinized tubes, then centrifuged at 2000*g* for 5 minutes at 4°C, and BUN on plasma measured with the Thermo Infinity Urea Reagent (Thermo Fisher Scientific, TR12421) except for adenine-induced injury and CyclinD1^CKO^-injured mice, which were measured by the Quanti-Chrom Urea Assay Kit (BioAssay Systems, DIUR-100).

### Quantitative PCR.

For RNA extraction, renal cortices were incubated in Lysis Matrix Tubes (MP Biomedicals) containing RLT lysis buffer (Qiagen) before clarification using RNeasy spin columns. RNA from tissue and cells was extracted using the Qiagen RNeasy Kit, and Bio-Rad’s iScript cDNA Synthesis Kit generated cDNA. Quantitative PCR (qPCR) was performed with 100 ng cDNA and SYBER Green Supermix using the Bio-Rad CFX96 Thermal Cycler or QuantStudio 6Flex rT-PCR Systems (Applied Biosystems). Relative mRNA expressions were determined by ΔΔCT equation with Gapdh as a reference gene.

### Immunoblots and reagents.

Kidney tissue was minced in lysate buffer (150 mM NaCl, 50 mM Tris-HCL, 1 mM EDTA, and 2% SDS) plus phosphatase and protease inhibitors, sonicated, centrifuged at 18,800*g* for 10 minutes at 4°C, and reduced with dithiothreitol (DTT) (manufacturer information in Supplemental Table 1). Cells were lysed using MilliporeSigma’s Mammalian Lysis Buffer plus protease and phosphatase inhibitors, sheared using an insulin syringe, clarified by centrifugation at 18,800*g* for 10 minutes at 4°C, and quantified using the BCA protein assay (Thermo Fisher Scientific). Both cell and tissue proteins were separated by SDS-PAGE, transferred to nitrocellulose membranes, and incubated with the following primary antibodies from Cell Signaling Technology: cleaved caspase 3 (9664S, clone 5A1E), pSTAT3 (9145S, clone D3A7), total STAT3 (12640S, clone D3Z2G), α-tubulin (DM1A, clone 3873S),MLKL (37705S, clone D6W1K), pRb (9308, Ser807, clone 811), and cyclinD1 (55506T, clone E3P5S). Additionally, the following antibodies were used: GAPDH (sc-25778, clone K0615, Santa Cruz Biotechnology Inc.); collagen I (AB765P, MilliporeSigma); RIP3 (2283, Pro Sci); CDKN2A/p16^INK4a^ (ab211542, Abcam). Appropriate HRP-conjugated secondaries were used followed by ECL, and bands were detected by GeneGnome (Syngene) or ChemiDoc MP (Bio-Rad); they were quantified by ImageJ.

### RNA-Seq.

RNA-Seq was performed on IMCD cells with and without TβRII as previously described and published (5). Benjamini-Hochberg correction for multiple testing was performed to determine significance, and the data have been deposited in gene expression omnibus (GEO; https://www.ncbi.nlm.nih.gov/; accession no. GSE188317).

### Cells and in vitro experiments.

Conditionally immortalized PT cells with and without TβRII were generated and characterized as previously described (9). PT cells were grown at 33°C in DMEM/F12 supplemented with 2.5% FBS, and PT supplements (hydrocortisone, insulin/transferrin/selenium, triiodothyronine) and penicillin/streptomycin were supplemented with IFN-γ. Before experiments, PT cells were moved to 37°C, and IFN-γ was removed. The PT-enriched primary cells (primary PT cells) were generated as previously described (55) and incubated using RPMI 1640 containing 5% FBS, PT supplements, and penicillin/streptomycin. To induce hypoxia, primary PT cells were exposed to 1% O_2_ in an Invivo2 200 hypoxia chamber (Ruskinn Technologies) for 2, 3, or 7 days. Primary PT cells were also treated with AngII daily (MilliporeSigma, A6402) or AA (MilliporeSigma, A9451) for 7 days. Some cells were treated with palbociclib (Selleck Chemicals, S1116), IL-1β antibody (R&D, AF-401-SP), or both. For siRNA knockdown studies, immortalized PT cells were transfected with nontargeting siRNA (Thermo Fisher Scientific, 4390843), Cdkn2a/p16 targeting siRNA (Thermo Fisher Scientific, 4390771), or Rb targeting siRNA (Dharmacon, L-047474-00-0005) (see Supplemental Methods for sequences) using Lipofectamine RNAiMAX (Thermo Fisher Scientific, 13778-150).

### GWAS and human eGFR.

The set of 31 independent eQTLs selected for evaluation included those within 1 MB of gene transcription start sites (cis-eQTLs), which were significantly associated with proximal gene expression of *CCND1* (cyclin D1), *CDKN2B* (p15), or *CDKN2A* (p16) (*P* < 5 × 10^–6^) in 44 human tissues from the Genotype-Tissue Expression (GTEx) V8 data release. Genome-wide associations with eGFR were obtained from CKDGen summary statistics (56). We used a Bonferroni-corrected *P* value of 0.05/31 = 1.6 × 10^–3^ to declare a significant association between the eQTL and eGFR.

### Statistics.

We used GraphPad Prism to perform all statistics (except for RNA-Seq data), and the 2-tailed Student’s *t* test was used to compare 2 sets of data, with *P* < 0.05 considered statistically significant. For multiple comparisons, the ordinary 1-way ANOVA was used. Experiments subject to analysis were performed at least 3 times.

### Study approval.

All procedures were approved by the IACUC of VUMC and conducted according to the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

## Author contributions

YO performed most of the experiments and helped draft the manuscript. MM and AVI both performed some of the in vivo and flow cytometry studies. MPM helped with the mouse genotyping and experiments. JK assisted with the experiments and figure generation. JC helped specifically with the UniNx/AngII model. HY and ABF helped with the injury quantification and manuscript editing. MZ helped with the animal gavage and blood pressure measurement. CRC and NV conducted the analyses with GWAS and human tissues, produced Table 1, and assisted in writing/editing the manuscript. LSG designed and oversaw the experiments and helped in the writing and editing of the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
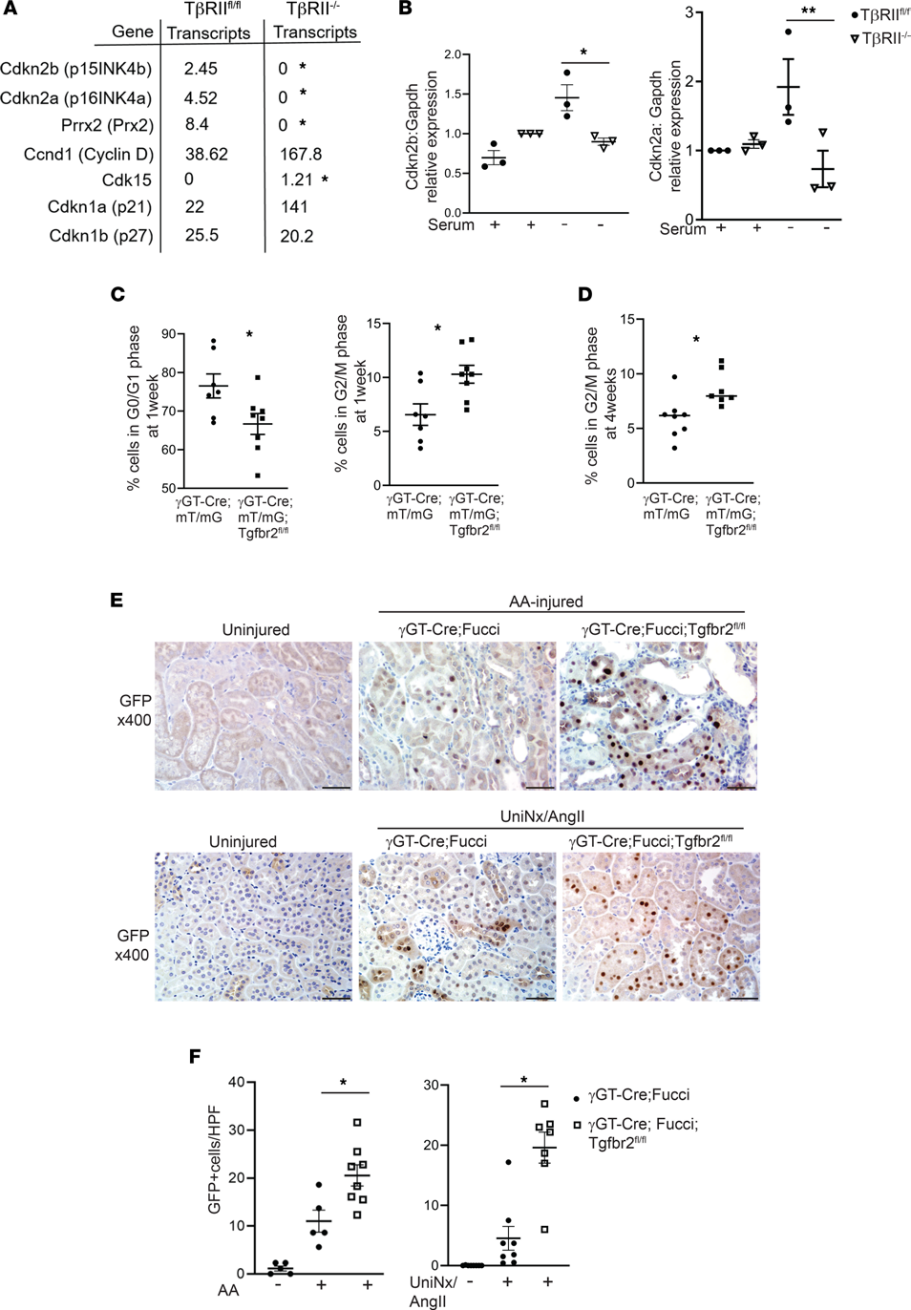
Injured proximal tubules lacking TGF-β receptor have increased cell cycle progression. (**A**) Transcript levels of genes related to cell cycle progression from RNA-Seq on serum-starved innermedullary collecting duct cells ± the TGF-β type II receptor (TβRII). (**B**) Gene expression of Cdkn2b (p15) and Cdkn2a (p16) were measured in conditionally immortalized PT cells using qPCR with Gapdh as a housekeeping gene. (**C** and **D**) Cell cycle of the PT cells (i.e., GFP^+^) from mice with TβRII intact (γGT-Cre;mT/mG) compared with those with TβRII selectively deleted in PT cells (γGT-Cre;mT/mG;Tgfbr2^fl/fl^) at 1 (**C**) or 4 weeks (**D**) after AA injury. (**E** and **F**) Actively cycling cells were detected and quantified using the R26Fucci2aR (Fucci) reporter with IHC using GFP antibody to detect Venus^+^ (S, G2, M) proximal tubule cells in mice with TβRII intact (γGT-Cre;Fucci) and TβRII selectively deleted in the proximal tubule (γGT-Cre;Fucci;Tgfbr2^fl/fl^) in both the AA and UniNx/AngII models. Statistical significance was determined by Benjamini-Hochberg correction for multiple testing in **A** and using 2-tailed Student’s *t* test for others. *P < 0.05 and **P < 0.01. Scale bar: 50 μm. PT, proximal tubule; AA, aristolochic acid; UniNx/AngII, uninephrectomy/angiotensin II).

**Figure 2:**
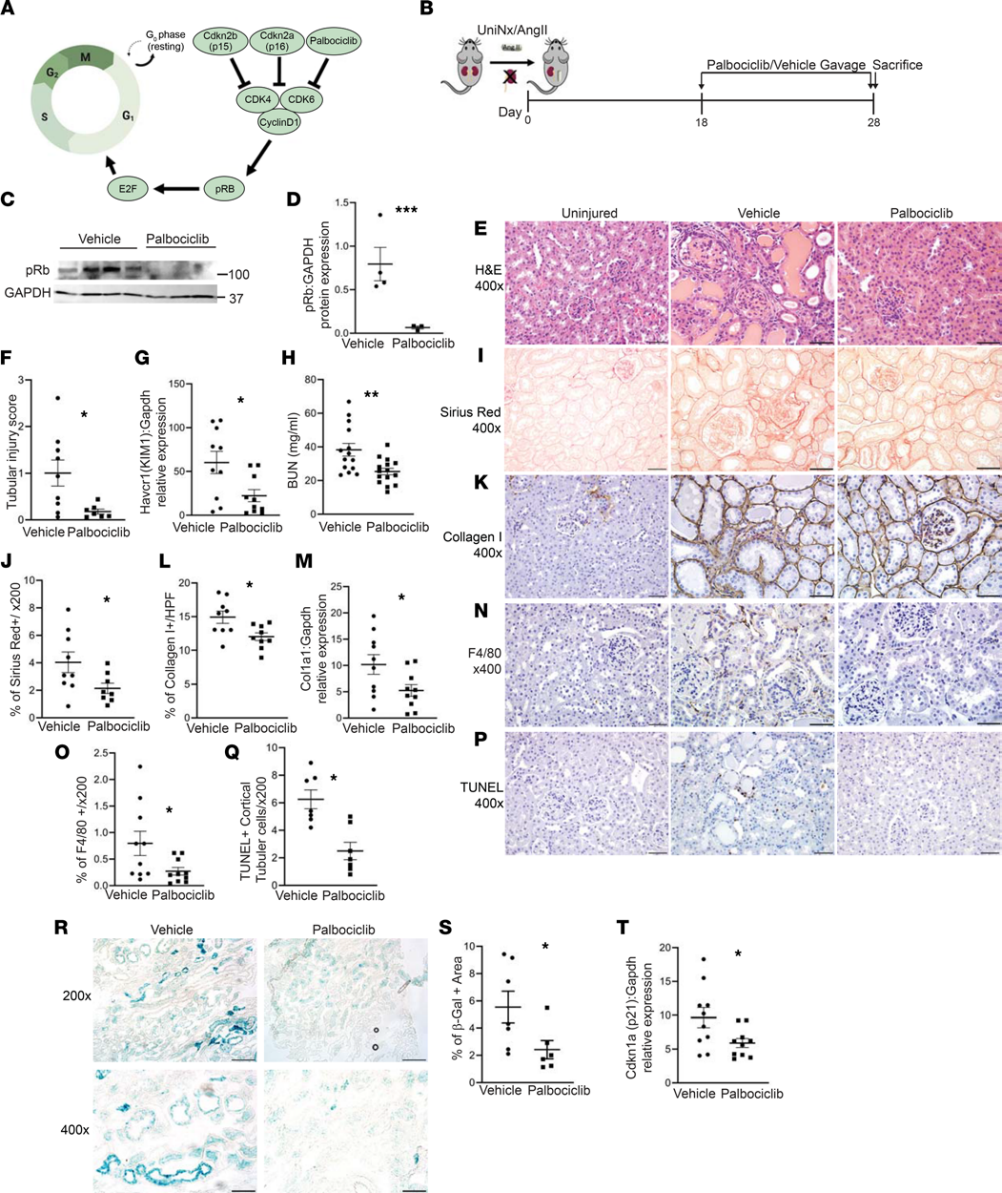
Blocking CDK4/6 reduces tubular injury, fibrosis, and senescence after UniNx/AngII. (**A** and **B**) Diagram of cell cycle progression at G1/S and injury schematic for UniNx/AngII. (**C** and **D**) UniNx/AngII-treated kidney lysates were blotted for retinoblastoma protein (Rb) phosphorylated at serine807/811, the target of CDK4/6. (**E** and **F**) H&E of kidneys injured by UniNx/AngII and treated with either gavage or palbociclib, a CDK4/6 inhibitor (**E**) and quantification of tubular injury (**F**). (**G** and **H**) Gene expression of KIM-1 from injured kidney cortices measured by qPCR and BUN from plasma at the time of sacrifice. (**I**–**L** and **N**–**Q**) Staining and quantification of Picrosirius red (**I** and **J**), collagen I (**K** and **L**), F4/80 (**N** and **O**), and TUNEL (**P** and **Q**). (**M**) Collagen I gene expression (Col1a1) measured from renal cortices using qPCR. (**R**–**T**) Senescence assessed by β-galactosidase staining on frozen sections (**R** and **S**) and gene expression of p21 (Cdkn1a) on injured renal tissue (**T**). The percentage of β-galactosidase^+^ area was quantified on 400× fields (**S**). *P < 0.05,**P < 0.01, and ***P < 0.001 calculated by 2-tailed Student’s *t* test. Scale bar: 50 μm for 400× and 100 μm for 200×.

**Figure 3:**
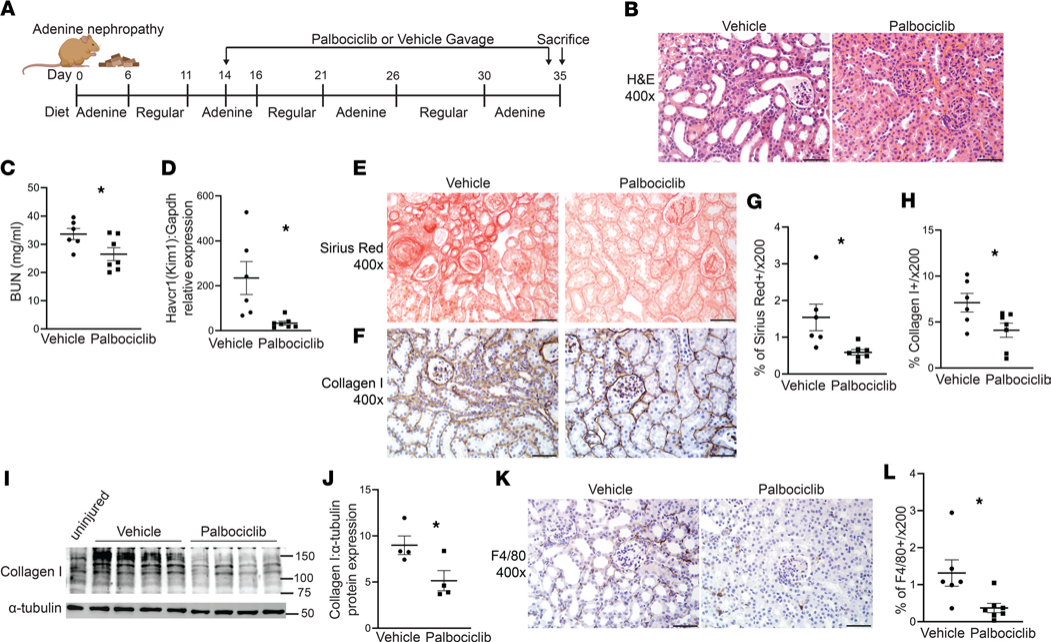
CDK4/6 inhibition ameliorates renal function and fibrosis after adenine nephropathy. (**A**) Schematic for the adenine nephropathy model and palbociclib administration. (**B**–**D**) Following adenine nephropathy, H&E of kidney cortices (**B**), BUN at time of sacrifice (**C**), and KIM-1 (Havcr1) gene expression in renal cortices by qPCR (**D**). (**E**–**J**) Picrosirius red and collagen I staining and quantification (**E**–**H**), and collagen I immunoblots (collagen I MW of 130 kDa) on renal cortical lysates with α-tubulin as loading control and quantified (**I** and **J**). (**K** and **L**) F4/80 staining and quantification in renal cortices. *P < 0.05 calculated by 2-tailed Student’s *t* test, and scale bar: 50 μm.

**Figure 4:**
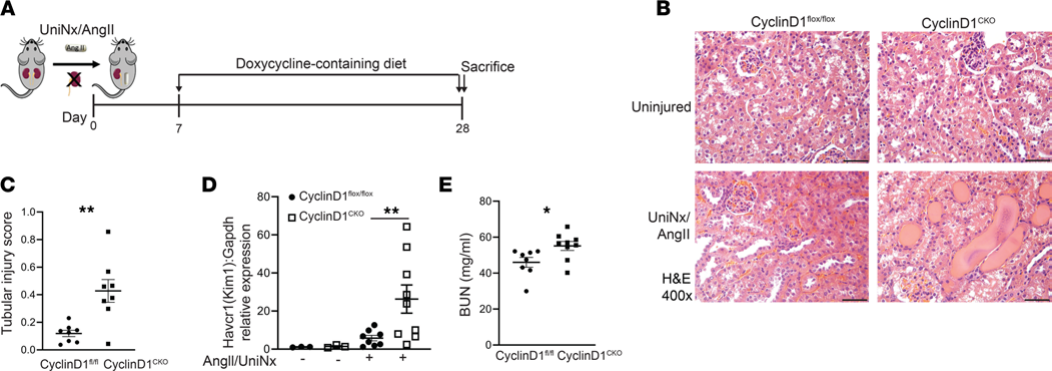
Selective tubular deletion of cyclin D1 exacerbates UniNx/AngII-induced injury. (**A**) Schematic of UniNx/AngII injury and recombination with doxycycline-containing diet. (**B** and **C**) H&E of renal cortices after UniNx/AngII injury and quantification of tubular injury. (**D**) Gene expression of KIM-1 (Havcr1) from injured renal cortices, normalized to Gapdh, was measured by qPCR. (**E**) BUN from plasma at the time of sacrifice. *P < 0.05, **P < 0.01 using 2-tailed Student’s *t* test. Scale bar: 50 μm.

**Figure 5:**
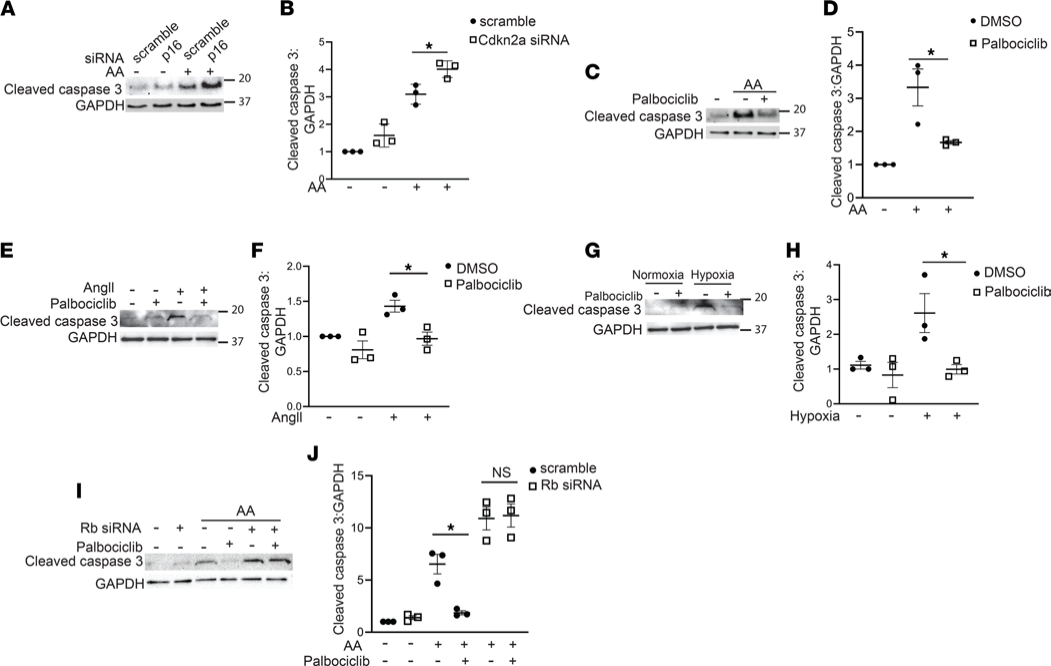
Blocking CDK4/6 reduces tubule cell death. (**A** and **B**) Immunoblots and quantification of cleaved caspase 3 from immortalized PT cells treated with siRNA to Cdnk2a (p16) or scramble and incubated with 30 μM AA for 3 days with GAPDH as a loading control. (**C**–**H**) Primary PT cells were treated with 15 μM AA, angiotensin II 1 μM, or 1% O_2_ (hypoxia) for 7 days plus either palbociclib (2 μM) or equal volume DMSO (diluent) and immunoblotted for cleaved caspase 3 with quantification of 3 separate experiments. (**I** and **J**) Immortalized PT cells were transfected with siRNA to Rb or scramble, treated with 30 μM AA for 3 days, and immunoblotted for cleaved caspase 3 or GAPDH as loading control. *P < 0.05 using the 2-tailed Student’s *t* test. AA, aristolochic acid; Rb, retinoblastoma.

**Figure 6:**
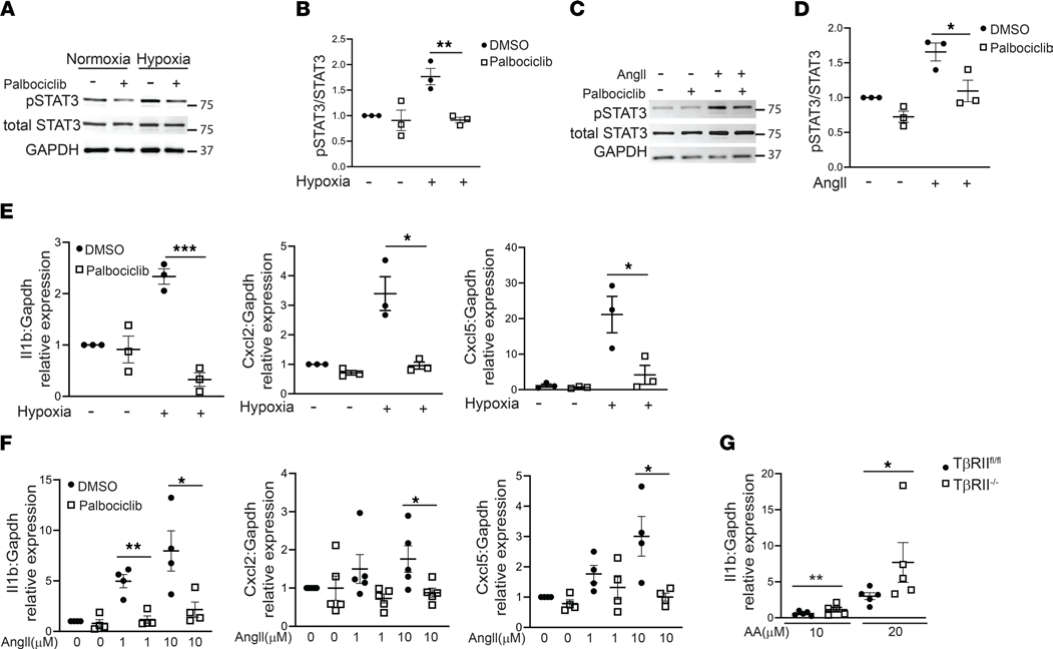
Palbociclib reduces STAT3 activation and downstream targets. (**A**–**D**) Primary PT cells were treated with hypoxia (1% O_2_) or 1 μM angiotensin II (AngII) ± 2 μM palbociclib for 7 days and immunoblotted for phosphorylated STAT3 (pSTAT3), total STAT3, or GAPDH for loading control. (**E** and **F**) Gene expression of IL-1β (Il1b), Cxcl2, and Cxcl5 from primary PT cells treated with hypoxia for 2 days or AngII for 7 days was measured by qPCR with Gapdh as a housekeeping gene. (**G**) Conditionally immortalized proximal tubule cells with and without TβRII were treated with the indicated concentrations of aristolochic acid (AA) for 4 days, and then cDNA was generated for IL-1β (Il1b) gene expression by qPCR. *P < 0.05, **P < 0.01, and ***P < 0.001 using the 2-tailed Student’s *t* test.

**Figure 7:**
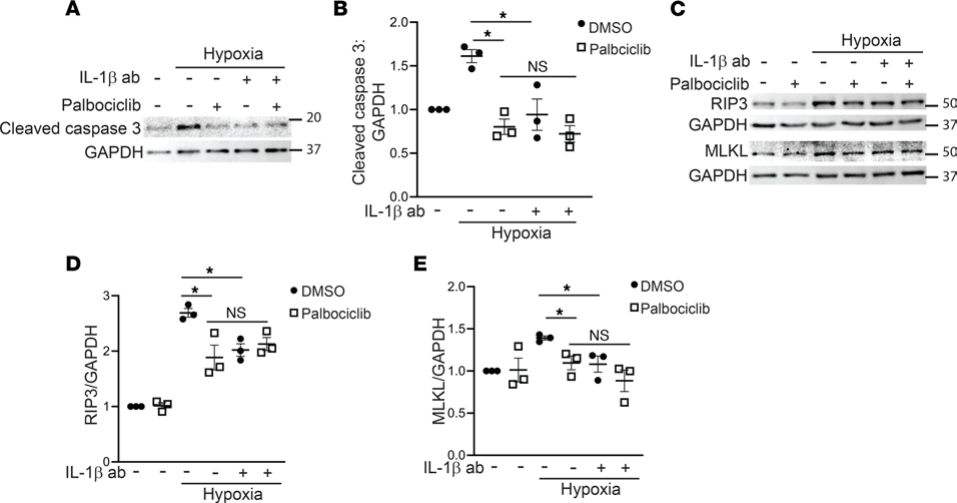
Palbociclib reduces tubular apoptosis and necroptosis, in part, through IL-1β. (**A**–**E**) Primary PT cells were treated with 1% O_2_ (hypoxia) for 7 days plus IL-1β blocking antibody (100 ng/mL), palbociclib (2 μM), or both, and lysates blotted for cleaved caspase 3 (**A** and **B**), or RIP3 and MLKL (necroptosis) and quantified with GAPDH as a loading control (**C**–**E**). *P < 0.05 using ordinary 1-way ANOVA with GraphPad Prism. RIP3, receptor interacting-protein 3; MLKL, mixed lineage kinase domain-like protein.

**Figure 8:**
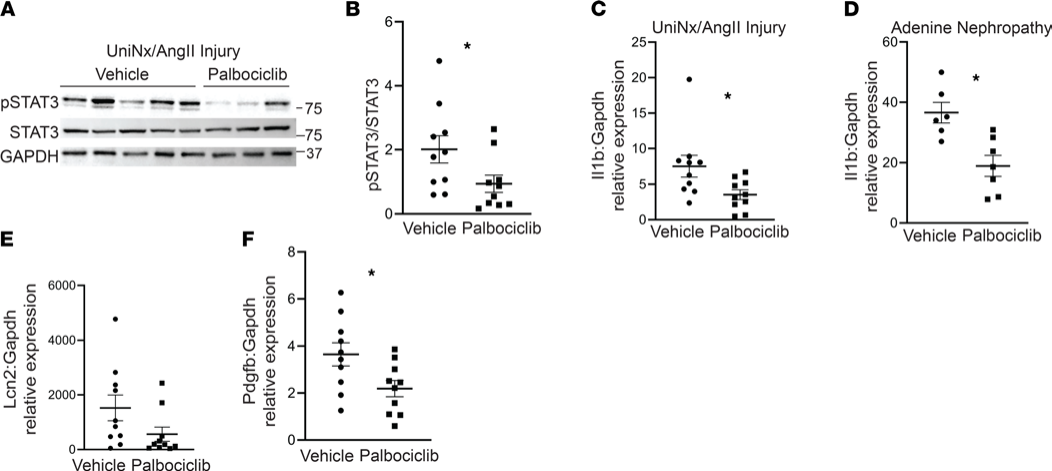
Palbociclib reduces STAT3 activation and IL-1β expression in CKD injury models. (**A** and **B**) Cortical tissue from mice injured by UniNx/AngII was immunoblotted for pSTAT3, total STAT3, and GAPDH for loading control and quantified. (**C** and **D**) Gene expression for IL-1β (Il1b) was measured in renal cortices of UniNx/AngII-injured and adenine nephropathy-treated mice with qPCR using Gapdh as a housekeeping gene. (**E** and **F**) NGAL (Lcn2) and PDGF-β (Pdgfb) were measured in renal cortices of UniNx/AngII injured mice. *P < 0.05 using the 2-tailed Student’s *t* test. NGAL, neutrophil gelatinase-associated lipocalin; PDGF-β, platelet-derived growth factor β.

**Table 1:**
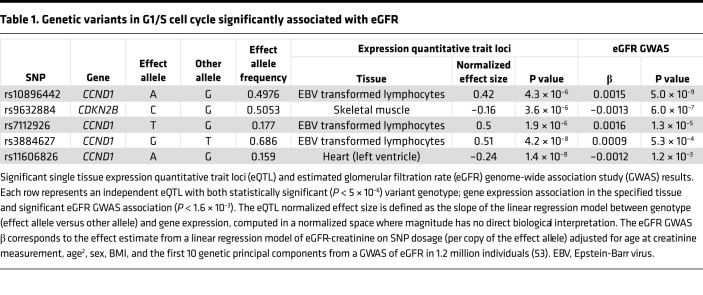
Genetic variants in G1/S cell cycle significantly associated with eGFR

## Version 1 06/22/2022

Electronic publication

# Supplementary material for: Blocking cell cycle progression through CDK4/6 protects against chronic kidney disease
**Source:** JCI Insight. 2022 Jun 22;7(12):e158754. doi: 10.1172/jci.insight.158754
**Supplement:** Supplemental data

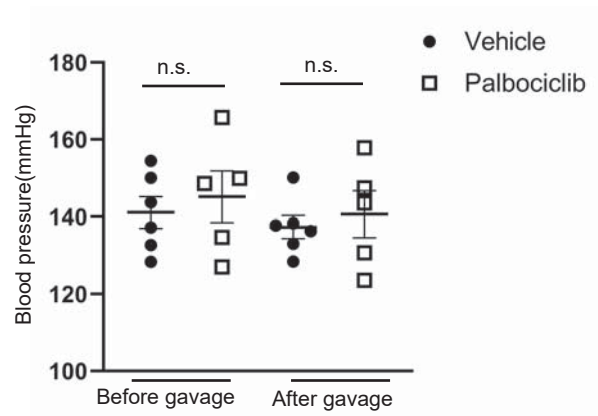

Supplemental Figure 1. Blood pressure was measured by tail pressure plethysmography after UniNx/AngII injury initiated, both before (days 12-17) and after gavage of palbociclib or vehicle (days 21-26). Palbociclib had no independent effect on blood pressure.

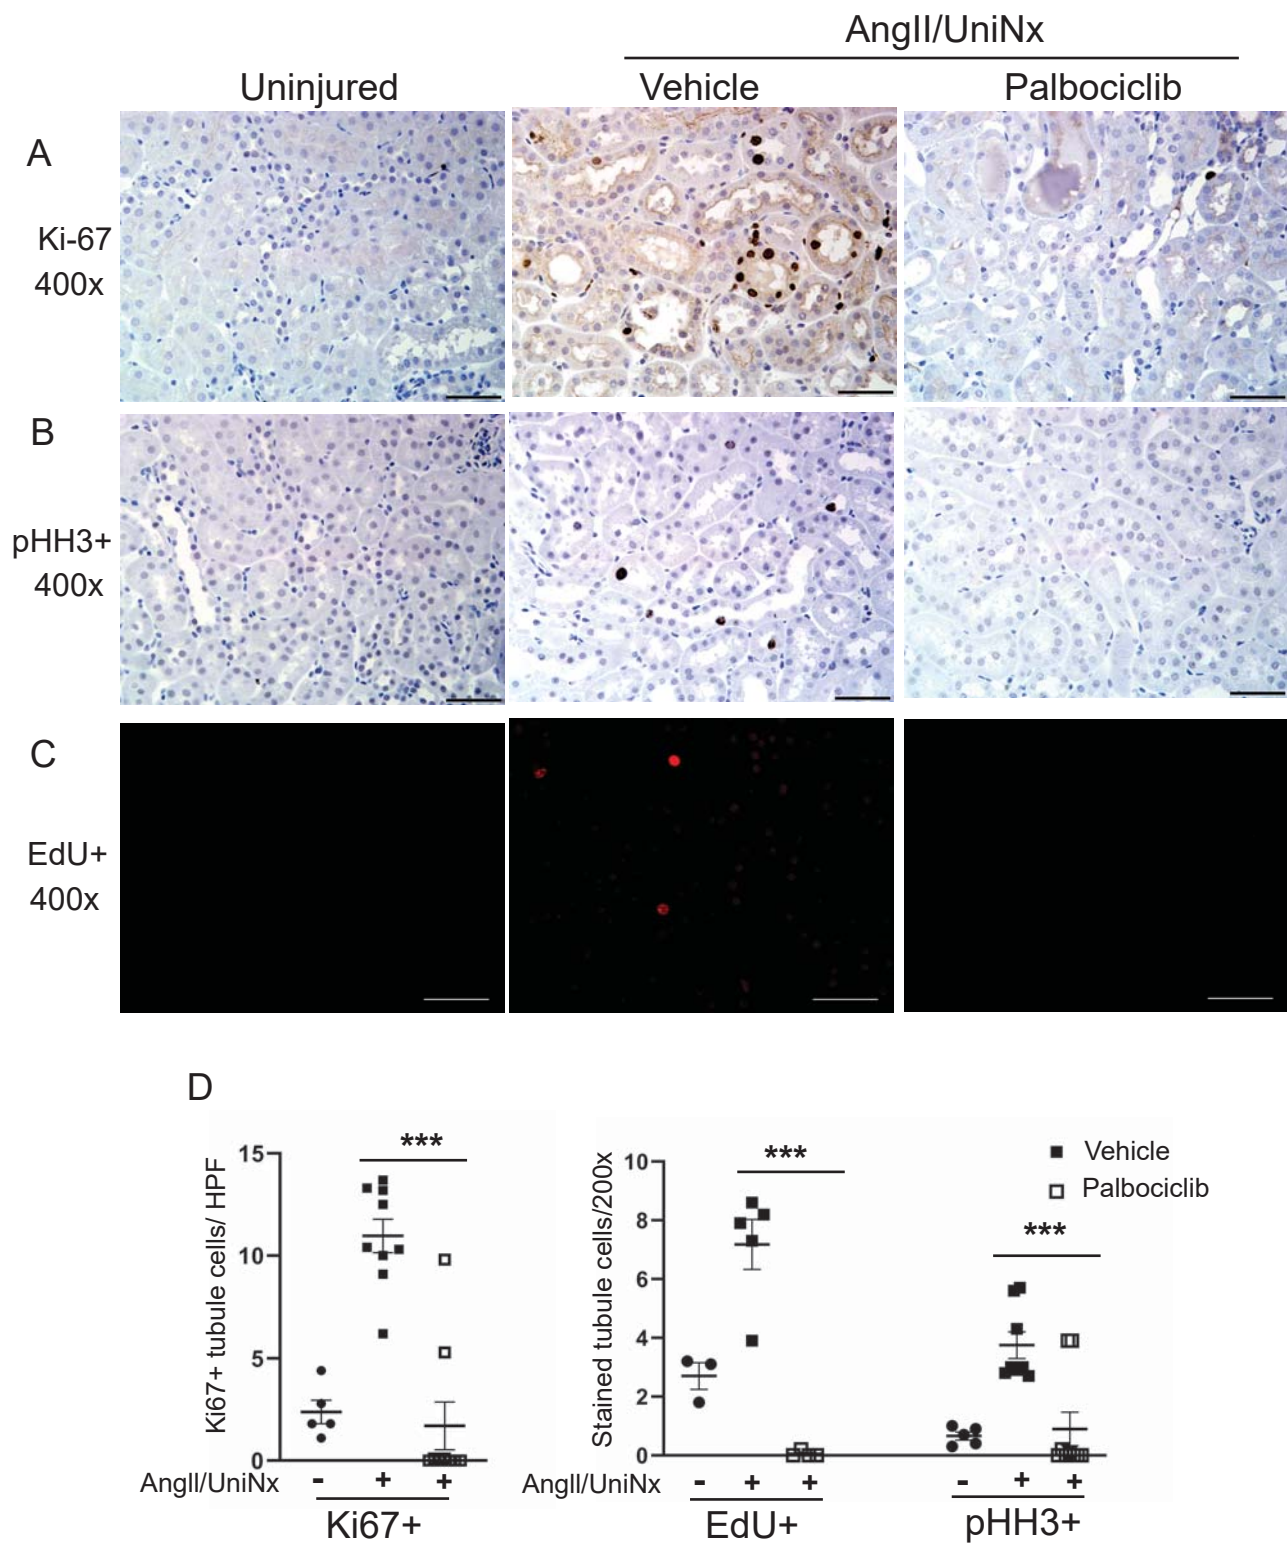

Supplemental Figure 2. Kidney tissue either uninjured or treated by uninephrectomy/angiotensin II (UniNx/AngII) +/- palbociclib treatment was immunostained for Ki-67 (A), phospho-histone H3 (pHH3) (B), or EdU (C) and quantified.

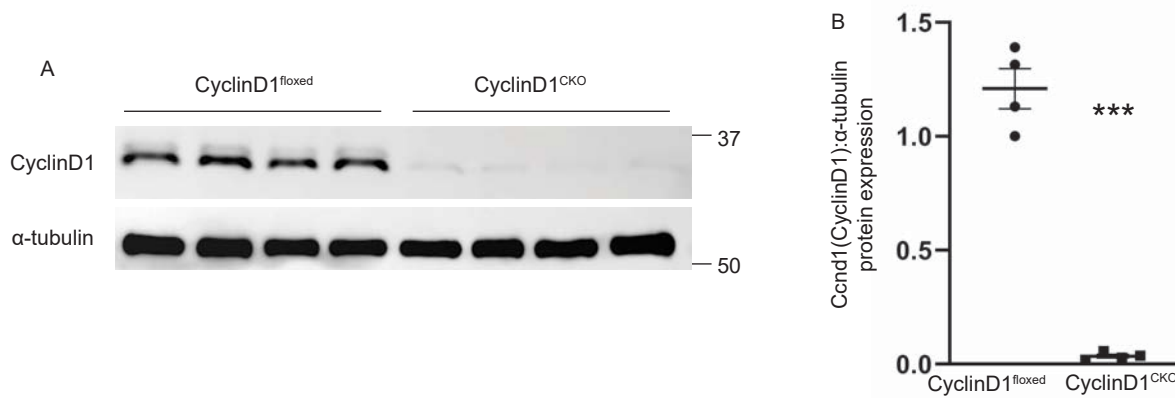

Supplemental Figure 3. CyclinD1^{floxed} (Ccnd1^{fl/fl}) and CyclinD1^{CKO} (Ccnd1^{fl/fl};Pax8-rTTA;tetO-Cre) mice were treated with doxycycline-containing diet for 3 weeks, then kidneys were extracted and primary PT cells generated and immunoblotted for cyclin D1 (A) and quantified (B) with α -tubulin as loading control. *** = $p < 0.001$.

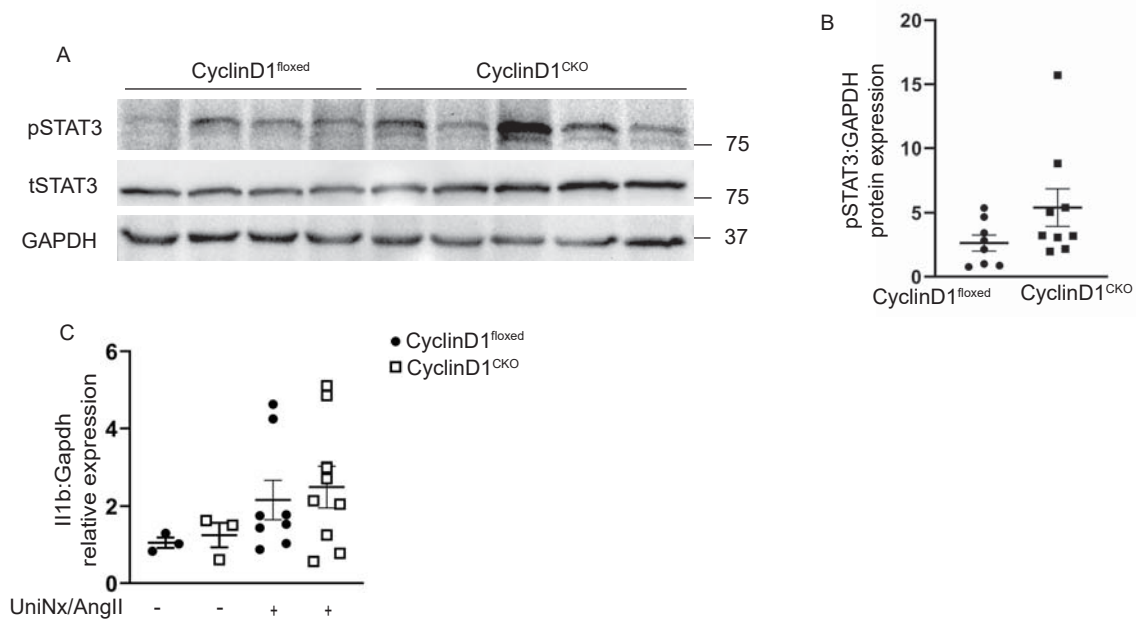

Supplemental Figure 4. Renal cortices from UniNx/AngII-injured CyclinD1^{floxed} (Ccnd1^{fl/fl}) and CyclinD1^{CKO} (Ccnd1^{fl/fl};Pax8-rTTA;te-tO-Cre) mice were immunoblotted for phosphorylated STAT3 (pSTAT3), total STAT3, and GAPDH (A) and quantified (B). Gene expression of IL-1 β (Il1b) was measured in renal cortices using qPCR (C).

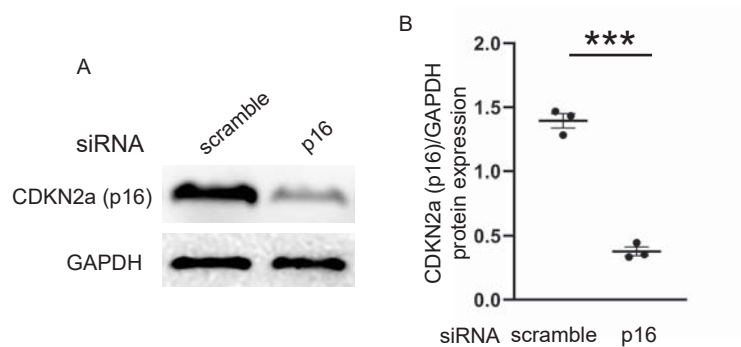

Supplemental Figure 5. Immunoblot of immortalized proximal tubule cells treated with siRNA to either Cdkn2a or scramble (A) and quantification of knockdown based upon 3 different experiments. $p < 0.001$.

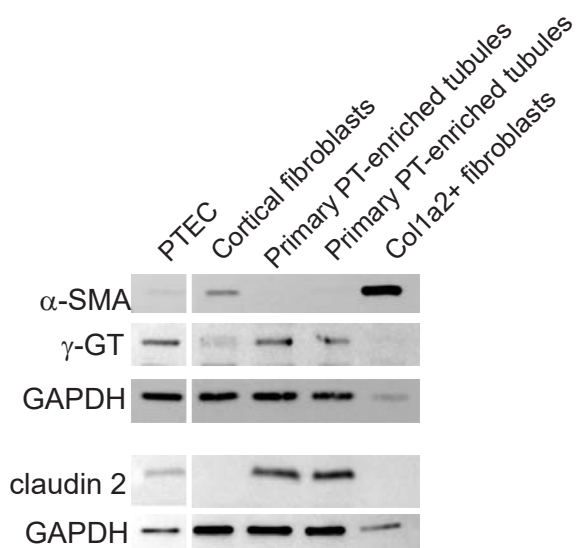

Supplemental Figure 6. Primary PT-enriched cells ("primary PT cells") were characterized by expression of proximal tubular markers γ -GT and claudin 2 and fibroblast marker α -SMA. Conditionally immortalized PTEC (proximal tubule epithelial cells) and two different fibroblast cell lines were used as controls. GAPDH was used as a loading control and the white line represents lanes that were moved within the same membrane.

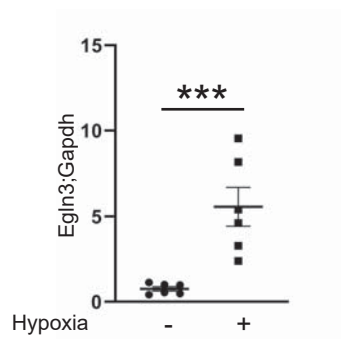

Supplemental Figure 7. Primary PT cells were incubated in hypoxic conditions (1% O₂) for 2 days and expression of EglN3, normalized by Gapdh, was measured by qPCR. *** = p<0.001

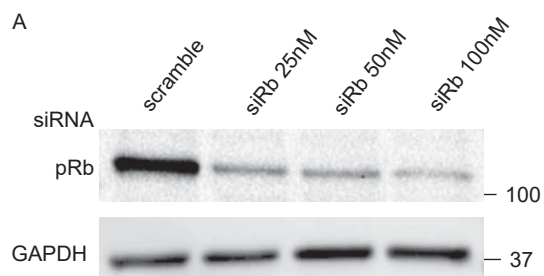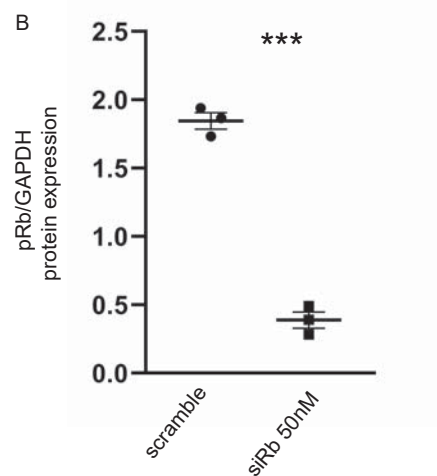

Supplemental Figure 8. Conditionally immortalized PT cells were treated with siRNA to retinoblastoma (Rb) at various concentrations listed (A) and immunoblotted for pRB expression with GAPDH as a loading control. Three independent experiments were done using siRNA to Rb at 50nM and quantified (B). *** = $p < 0.001$.

Supplemental Methods:

Primer sequences for genes used in aPCR are as follows: Primer sequences are as follows (forward and reverse): Gapdh: 5'-AGGTCGGTGTGAACGGATTTG-3' and 5'-TGTAGACCATGTAGTTGAGGTCA-3'; Havcr1 (KIM-1): 5'-AAACCAGAGATTCCCACACG-3' and 5'-GTCGTGGGTCTTCCTGTAGC-3'; Col1a1: 5'-GGGTCTAGACATGTTTCAGCTTTGTG-3' and 5'-ACCCTTAGGCCATTGTGTATGC-3'; Cxcl2: 5'-CGCCCAGACAGAAGTCATAGC-3' and 5'-CTTTGGTTCTTCCGTTGAGGG-3'; Cxcl5: 5'-CCCTACGGTGGAAGTCATAGC-3' and 5'-GAACACTGGCCGTTCTTTCC-3'; Il1b: 5'-GCCACCTTTTGACAGTGATGAG-3' and 5'-AAAGGTTTGGAAGCAGCCCT-3'; Nfkbiz: 5'-AACTCGCCAAGAGACCAGTG-3' and 5'-AGAGCCACTGACTTGGAACG-3'; Cdkn2a (p16): 5'-CTCTGGCTTTCGTGAACATG-3' and 5'-TCGAATCTGACCGTAGTTG-3'; Cdkn2b (p15): 5'-CCTGCCGGTAGACTTAGCTG-3' and 5'-GAACCCGCAGTCAATCTCCA-3'; Egl3: 5'-TGCCACCAGGTACGCTATGA-3' and 5'-TCCTGAATTTCTTTTGGCTTCTG-3'; Cdkn1b (p27): 5'-AGTGTCCAGGGATGAGGAAG-3' and 5'-CTTCTGTTCTGTTGGCCCTT-3'; Cdkn1a (p21): 5'-CAAAGTGTGCCGTTGTCTCT-3' and 5'-TCTCCGTGACGAAGTCAAAG-3'

SiRNA targeted sequences are as follows:

Cdkn2a targeting siRNA (ThermoFisher Scientific 4390771), s201153, sense; 5'-GCUGGGUGGUCUUUGUGUAtt-3' and antisense; 5'-UCACAAAGACCACCCAGCgg-3')
Rb targeting siRNA (Dharmacon, L-047474-00-0005; 5'-GCAUAUCUCCGACUAAUA-3', 5'-GGAGGUAACAUCUAUAUAU-3', 5'-UGCGUUAUCUACUGAAUA-3' and 5'-GGACGUGUGAACUUAUAUA-3')

How the deposited data were processed for this re-analysis (not part of the article)

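RNA-Seq was analysed for IMCD cells with floxed Tgfbr2 that were treated with Cre (TβRII-/-) or left untreated (TβRII fl/fl), in serum-replete medium and after 4 days without serum. Genotype and medium were taken from the sample labels. Each of the 4 conditions is 1 library, so no test was run and no p-value was computed. The cells are populations of a cultured line, and both media used the same populations, so a difference seen in both media does not replicate the deletion.

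The authors aligned the reads and estimated expression before deposit. The submitters' processing notes name TopHat2, Cufflinks, Cuffdiff and the mm10 build, and the labels give 30000000 reads of 50 bp. Tool versions and the gene annotation release are not given in the sources used here. The authors deposited FPKM values for 37981 gene loci, which were normalized by Cuffdiff separately for each medium, so libraries were compared within a medium. The tables also hold p-values and q-values from the authors' Cuffdiff comparison, with Benjamini-Hochberg correction as the methods of the paper state. That comparison had no replicates, so these values do not measure the spread between cultures of a genotype. The smallest p-value the authors' tables list is 5e-05. The authors' lists of top hits were checked to hold exactly the 118 serum-starved and 119 serum-replete genes marked significant, and their counts per functional category were not used here.

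From the deposited FPKM, log2 ratios of TβRII-/- to TβRII fl/fl cells were computed with a pseudocount of 1 for genes with at least 1 FPKM in either library (12687 in serum-starved and 12635 in serum-replete medium), and a gene was called higher or lower at a log2 ratio of at least 1 in size. The median log2 ratio over these genes was 0.028 in serum-starved and −0.029 in serum-replete medium. Before the data were examined, 29 gene lists were fixed. They are CDK inhibitors, G1/S regulators, S phase and DNA replication, G2/M and mitosis, TGF-β pathway components, TGF-β–induced targets, BMP targets, p53 targets, collecting duct and tubular epithelium, mesenchymal genes, collagens and basement membrane, integrins, interferon response, inflammatory cytokines and NF-κB targets, STAT3 axis, cell death, immediate early and serum response, cholesterol synthesis, hypoxia and glycolysis, unfolded protein and amino acid stress, Wnt pathway targets, senescence secretome, housekeeping genes, and markers of proximal tubule, loop of Henle and distal tubule, intercalated cells, fibroblasts, endothelium and leukocytes. All 515 symbols were found, some under an older name or in a locus that joins several genes. Symbols that name the same locus in a list were counted once. Each list's median was set beside 10000 random lists of the same size, matched on mean expression in 20 bins. This percentile describes the libraries and is not a p-value. Sliding windows of 11 neighboring genes were compared with 100 shuffles of gene order.

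The genes named were chosen by a rule fixed before the data were examined. It takes Tgfbr2, the genes of Figure 1A, whose values in the figure had been seen, other genes the paper names, the 10 highest and 10 lowest genes of each medium with at least 5 FPKM and the same direction in the other medium, and the 4 members of each list with the largest serum-starved ratios. The 10 highest and lowest hold many short RNA genes, whose FPKM is unreliable, so the same ranking over protein-coding genes was added after the values were seen. Some single-gene values are not reported here. Coordinates are those of the deposited tables. The reference at hand, GENCODE vM21, gave the gene biotype of 34502 loci by symbol, and gene lengths. In all, 458 loci join several genes, and 85 symbols appear at several loci.

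Depth was read from the low values. For genes with a single annotated transcript longer than 1500 bp, values scaled by length form steps, each the worth of 1 read, and between 66.3% and 72.8% of values under 2.5 steps lie within 10% of a whole step. Since the rest do not, reads were not recovered and no count model was used. The TβRII-/- serum-replete library is the deepest. The gene with the highest value, mt-Ts1, takes 17.1% to 21.8% of the FPKM sum of each library.

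The procedure was tested on simulated data. Changes were planted in genes with at least 5 FPKM in both TβRII fl/fl libraries, and each gene received independent noise with a standard deviation of 0.2 in log2. In each simulated comparison all of 200 genes changed 4-fold were recovered, no unchanged gene was called, and a shifted list of 30 genes stood at percentile 100. Noise this small all but fixed that outcome, so it checks the calculation and not the error of real libraries. Of 100 unshifted lists, 5 stood apart in the simulated serum-starved and 3 in the simulated serum-replete comparison. Pseudocounts of 0.1 and 0.5, no expression filter, a filter of 5 FPKM, centering on the median, only genes with a valid Cuffdiff test, 10 expression bins, the mean in place of the median, and windows of 7 and 21 genes were tried as alternatives. After the values were seen, 3 more were added, namely protein-coding genes only, leaving out genes listed at 0 in 1 library, and serum-replete in place of serum-starved libraries for Figure 1A. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.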

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

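The tests below on lost DNA, on failed estimates, on the authors' scaling, on depth and on the response to serum were chosen after the result was seen, and those on chance zeros and on the authors' calls before. None of the differences between media was tested, because each condition is 1 library.

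Serum-replete medium is not the condition named in the legend of Figure 1A, although 13 of the values printed there lie within 1.5-fold of the serum-replete libraries or are 0 in both. The cell cycle lists stood apart in that medium. The median log2 ratio was 1.502 for CDK inhibitors, 0.48 for G1/S regulators, 0.62 for S phase and DNA replication and 1.96 for G2/M and mitosis. For CDK inhibitors, the median over all 7 genes with no expression filter was 0.47, at percentile 98.6, and the mean of 0.57, at percentile 96.2, did not stand apart. The direction for S phase and DNA replication was opposite after serum starvation, with a median difference of −0.98 between the log2 ratios in serum-starved and serum-replete medium. For TGF-β pathway components the median in serum-replete medium was −0.37, and for TGF-β–induced targets it was −0.97.

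The paper does not discuss the following gene groups in these cells. After serum starvation, genes of cholesterol synthesis had a median log2 ratio of 1.40, and 13 of 20 were at least 2-fold higher in TβRII-/- cells, among them Insig1 (555 FPKM against 115 FPKM) and Lss (293 FPKM against 59.0 FPKM). Genes of hypoxia and glycolysis had a median of 1.138, and 15 of 24 were higher, among them Ldha (786 FPKM against 236 FPKM) and Bnip3 (137 FPKM against 29.2 FPKM). Medians in serum-starved cells were 0.83 for the interferon response, 0.41 for cell death, 0.41 for immediate early and serum response genes and 0.43 for unfolded protein and amino acid stress, and with the mean (0.29, percentile 85.5) cell death no longer stood apart. In serum-replete medium these 6 lists did not stand apart, but the interferon response did under 2 alternatives. Of 20 targets of p53, 8 were at least 2-fold higher in TβRII-/- cells and none was lower after serum starvation (median 0.86). In serum-replete medium 5 were higher and 2, Sesn1 and Fas, named after their values were seen, were lower (median 0.55). Since only the TβRII-/- cells received the virus with Cre, none of these differences can be assigned to the loss of TβRII itself.

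Of 17 measured genes of the collecting duct and tubular epithelium, 6 were at least 2-fold lower and 2 were higher in TβRII-/- cells after serum starvation (median −0.68), and 8 were lower and 2 higher in serum-replete medium (median −0.97). With no expression filter the serum-starved median was −0.10, at percentile 4.1, and the list no longer stood apart, and the serum-replete median was −0.17, at percentile 0.61. Krt8, a keratin of simple epithelia, was 0.133 FPKM in TβRII-/- and 142 FPKM in TβRII fl/fl cells after serum starvation, whereas Krt7 was 362 FPKM and 53.9 FPKM. The few measured markers of proximal tubule had medians of −3.44 (4 genes) and −3.03 (5 genes), but Lrp2 among them was higher in TβRII-/- cells in both media, with log2 ratios of 2.04 and 1.05. With no expression filter their medians were −0.84, at percentile 0.04, and −0.17, at percentile 28.4, so that only the first stood apart. Their serum-starved median was −4.92 with a pseudocount of 0.1 and −5.04 with a filter of 5 FPKM, and their means were −2.58 and −1.95. Collagens and basement membrane genes had medians of −0.29 and −0.76, and the serum-starved list no longer stood apart with no expression filter (−0.010, percentile 32.4) or with the mean (−0.20, percentile 7.61). Mesenchymal genes had a median of 0.69 after serum starvation and −0.63 in serum-replete medium, with a median difference of 0.58. Inflammatory cytokines and NF-κB targets had medians of 0.41 and −0.69, with a median difference of 0.49, and the serum-replete median was −1.38 with a pseudocount of 0.1 and −1.44 with a filter of 5 FPKM. In serum-replete medium the STAT3 axis had a median of −1.07 and the senescence secretome −0.92. With no expression filter the median of the senescence secretome was −0.20, at percentile 0.83. With no expression filter or with the mean, mesenchymal genes and inflammatory cytokines and NF-κB targets no longer stood apart after serum starvation, nor did the latter in serum-replete medium with no filter.

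The first pattern weighed is that Cdkn2a and Cdkn2b were listed at 0 in both TβRII-/- libraries. Of other genes at a similar level in TβRII fl/fl cells, 0.203% at the level of Cdkn2a and 1.22% at the level of Cdkn2b were listed at 0 in both TβRII-/- libraries, which argues against chance zeros. A loss of DNA that reaches Mtap is argued against by its lowest TβRII-/- value of 31.6 FPKM. On the other side the nearest expressed gene, Tusc1, lies 4.02 Mb away, so a loss that ends before Tusc1 would not be seen and stays open. Tusc1 was above 0 in both TβRII-/- libraries, with a lowest value of 0.4002 FPKM. Since this value is under the bound of 1 FPKM, the test did not decide on a loss that reaches Tusc1. A small loss of Cdkn2a and Cdkn2b alone cannot be told apart from silencing, because 0 other genes between the nearest expressed genes could show it. The authors' Cuffdiff status was OK for Cdkn2a and Cdkn2b in both media, as for Oas1a, and FAIL for 9530068E07Rik. Cuffdiff thus marked neither gene as a failed estimate, but one left unmarked and written as 0 stays open. The paper reports both genes reduced by qPCR in proximal tubule cells with TβRII deleted, which are other cells than these. Kmt2d, Oas1a and Mfap5, 3 protein-coding genes with a locus of their own, were listed at 0 in both TβRII fl/fl libraries. They had 1 FPKM or more in both TβRII-/- libraries. In the reverse direction there were 11 such genes, Cdkn2a among them.

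The second pattern is the higher level of G2/M and mitosis genes in TβRII-/- cells in serum-replete medium. The median of all genes was −0.029, so subtracting it was bound to leave the list's median high, at 1.99. A scaling factor shared by all genes would also move random lists, whose highest median was 0.459, which argues against such a factor as the cause. The TβRII-/- library was 1.25 times as deep as the TβRII fl/fl library. This argues against a difference in depth, since 29 of the 30 genes were at least 2-fold higher. A hypothesis is that TβRII-/- cells respond to serum by raising genes of G2/M and mitosis where TβRII fl/fl cells do not. The median log2 ratio of serum-replete to serum-starved FPKM was 2.14 in TβRII-/- and 0.21 in TβRII fl/fl cells, across tables that were normalized separately. The gap between these medians restates the pattern in the same libraries and is no separate support. What the medians add is that the larger difference between media lay in TβRII-/- cells. Growth density and time in culture were not tested and may differ between the populations.

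The third pattern is that most genes marked significant in the authors' deposited tables are listed at 0 in 1 of the libraries, 65 of 118 in serum-starved and 87 of 119 in serum-replete medium. In the authors' deposited tables, 18.0% of tested serum-starved genes at 0 in 1 library were marked. Of genes above 0 in both with a log2 ratio of at least 2 in size, 15.9% were. In serum-replete medium the shares were 20.8% and 7.49%. Most genes at 0 were thus not marked, and whether a call follows the 0 stays open at the 5-fold excess set beforehand. In some genes, picked after their values were seen, the call moved with the 0. Cdk15 was marked at 1.21 FPKM against 0 with serum, but not at 4.46 FPKM against 0.0673 FPKM without. Vit, Scnn1g and Klra4 were also marked only in the medium where 1 library was at 0. Cdkn2b was at 0 in TβRII-/- cells in both media but marked only after serum starvation. Whether larger differences in FPKM are the reason also stays open, since the serum-starved marked genes at 0, with a median log2 ratio of 0.989 in size, were set beside genes selected for a ratio of at least 2, and that selection fixed the outcome. No biological explanation was tested.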

How the results depend on the processing

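The alternatives of protein-coding genes only and of leaving out genes listed at 0 in 1 library were chosen after the values were seen. Counts of higher and lower genes, the share changed the same way and the median of the Cdkn2a and Cdkn2b neighbors stayed within 1.5-fold under every alternative but 1. Dropping the expression filter could not change the counts, since with a pseudocount of 1 genes under 1 FPKM cannot differ 2-fold. With a filter of 5 FPKM, 561 genes were lower in serum-starved TβRII-/- cells in place of 842, as fewer genes enter. The share ranged from 92.0% to 97.9%. No alternative moved the split of higher against lower genes by over 10 percentage points. Of 120 comparisons for the 4 cell cycle and 2 TGF-β lists, 119 kept their standing. CDK inhibitors in serum-replete medium had a mean log2 ratio of 0.57, at percentile 96.2, in place of a median at 99.99, and the cause was not tested. With 7 genes to a window 22 windows were found, and with 21 genes 0, against 9 with 11 genes, and here too the cause was not tested. Over all lists, 543 comparisons kept their standing, 11 lost it and 15 gained it. With the mean 5 of these comparisons lost it, and with no expression filter 6 did, among them mesenchymal genes after serum starvation, whose median then was 0.025, and inflammatory cytokines and NF-κB targets in both media (0.13 and −0.14). Of the single-gene ratios, 206 moved by more than 1.5-fold, all under a smaller pseudocount. None reversed, but this was fixed in advance, since no alternative could change the sign of a ratio of at least 2-fold. Depth limits genes near 1 FPKM most, and no library can be left out with 1 per condition.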

Differences from the paper's values

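The values of Figure 1A, which the figure prints as numbers and which were read by eye, were set beside the serum-starved libraries, as its legend states, and 8 of 14 were within 1.5-fold or 0 in both. Prrx2 in TβRII fl/fl cells is about 8.4 in Figure 1A of the paper and 0.742 FPKM here, and in TβRII-/- cells about 0 in Figure 1A, against 0.0401 FPKM here, which are not told apart at the digits that the figure prints for Prrx2. Ccnd1 in TβRII fl/fl cells is about 39 in Figure 1A of the paper and 122 FPKM here. Cdk15 in TβRII fl/fl cells is about 0 in Figure 1A of the paper and 0.0673 FPKM here, also a small gap, and in TβRII-/- cells about 1.2 in Figure 1A, against 4.46 FPKM here. Cdkn1a in TβRII fl/fl cells is about 22 in Figure 1A of the paper and 50.9 FPKM here. None of the alternatives set before the data were examined changes an FPKM, so none of them brings these values closer. With the serum-replete libraries in place of the serum-starved ones, an alternative chosen after seeing the values, 13 of 14 values were within 1.5-fold of the figure. Cdkn2b in TβRII fl/fl cells was not, at 0.871 FPKM against about 2.5 in Figure 1A, a value that the serum-starved library matches at 2.45 FPKM. With serum, Prrx2, Ccnd1 and Cdkn1a in TβRII fl/fl cells were 8.44, 38.6 and 23.0 FPKM, and Cdk15 in TβRII-/- cells was 1.21 FPKM. For these genes the printed values match serum-replete and not serum-starved cells. Why the figure departs from its legend was not tested.

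The paper marks Prrx2 and Cdk15 as significant in Figure 1A, beside Cdkn2a and Cdkn2b. As the values below show, Prrx2 and Cdk15 are marked only in the authors' deposited table for serum-replete cells. Cdkn2b is marked only in that for serum-starved cells, and Cdkn2a in both. In the authors' deposited table for serum-starved cells, the adjusted p is 0.0103 for Cdkn2a and Cdkn2b, 0.988 for Prrx2 and 0.571 for Cdk15. In the authors' deposited table for serum-replete cells it is 0.0104 for Cdkn2a, Prrx2 and Cdk15 and 0.0614 for Cdkn2b.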

Other observations

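The genes with the largest differences between the genotypes were ranked among those that differed in the same direction in both media. Both media used the same cell population of each genotype. A difference between the populations that is unrelated to the deletion therefore cannot be told apart from its effect. Gpx3, a secreted glutathione peroxidase, was 20.5 FPKM in TβRII-/- and 10074 FPKM in TβRII fl/fl cells after serum starvation, and 5.52 FPKM and 34167 FPKM in serum-replete medium. Ggt1, a brush border enzyme of the proximal tubule, was 0.0758 FPKM and 47.3 FPKM after serum starvation, and the water channel gene Aqp1 was 0.499 FPKM and 48.5 FPKM. Dkk3, a secreted glycoprotein, was 0.493 FPKM and 85.3 FPKM. In the other direction, among protein-coding genes ranked after the values were seen, Pdpn (podoplanin) was 146 FPKM in TβRII-/- and 2.72 FPKM in TβRII fl/fl cells, Msln (mesothelin) was 216 FPKM and 7.74 FPKM, and the homeobox gene Hoxd13 was 21.0 FPKM and 0.0455 FPKM after serum starvation. Cyr61 was higher in TβRII-/- cells in both media, at 2004 FPKM against 287 FPKM after serum starvation and 3402 FPKM against 506 FPKM with serum. Lox, which crosslinks collagen, was 104 FPKM against 23.7 FPKM after serum starvation but 51.3 FPKM against 127 FPKM with serum. In all, 71 genes changed in opposite directions in the media.

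Genes that the paper follows in proximal tubule cells or kidneys were also read in IMCD cells. The values are RNA, from cells whose labels name no injury or hypoxia. The paper measured RIP3, MLKL and STAT3 phosphorylation on immunoblots, and Il1b RNA in injured cells and kidneys, so its results are not directly comparable. Il1b was at most 0.484 FPKM in any library. Lcn2 was 63.2 FPKM in TβRII-/- and 613 FPKM in TβRII fl/fl cells in serum-replete medium, and 7.61 FPKM and 12.8 FPKM after serum starvation. Cxcl5 was 0.0218 FPKM and 12.8 FPKM in serum-replete medium, and 0.0270 FPKM and 0.575 FPKM after serum starvation. Of the other STAT3 targets that the paper names, Timp1 was 187 FPKM in TβRII-/- and 126 FPKM in TβRII fl/fl cells in serum-replete medium and 22.0 FPKM and 24.0 FPKM after serum starvation, and Pdgfb was 52.9 FPKM and 126 FPKM, and 101 FPKM and 86.5 FPKM. Stat3 was 38.2 FPKM and 81.2 FPKM in serum-replete medium, and Socs3, a gene that STAT3 activates, was 6.99 FPKM and 48.2 FPKM. After serum starvation Stat3 was 74.1 FPKM and 87.0 FPKM, and Socs3 ran the other way, at 14.6 FPKM and 7.27 FPKM, which is less than 2-fold on the log2 scale used (0.91). Mlkl was higher in TβRII-/- cells, at 10.2 FPKM against 4.35 FPKM after serum starvation and 15.4 FPKM against 3.85 FPKM with serum, whereas Ripk3 was under 1 FPKM in all 4 libraries, at 0.0356 FPKM in TβRII-/- cells against 0.466 FPKM and at 0.0304 FPKM against 0.453 FPKM. Havcr1 (KIM-1) was 3.04 FPKM and 32.0 FPKM in serum-replete medium, and 0.201 FPKM and 3.29 FPKM after serum starvation. Nfkbiz was 5.62 FPKM and 27.7 FPKM with serum, and 9.17 FPKM and 14.5 FPKM without. Ctgf was higher in TβRII-/- cells after serum starvation (1482 FPKM against 663 FPKM), as was Egln3 (2.60 FPKM against 0.510 FPKM), and with serum both were less than 2-fold different. Cxcl2, Col1a1 and Dach1 were at most 1.36, 2.12 and 0.204 FPKM in any library. Cdk4, Cdk6, Rb1, Tgfb1 and Ezh2 were less than 2-fold different in both media.

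The remaining lists did not stand apart in either medium at the settings used throughout. Under other settings, BMP targets stood apart after serum starvation under 5 alternatives (percentiles 0.635 to 2.38), integrins with serum under 3, markers of loop of Henle and distal tubule after serum starvation under 3, and Wnt pathway targets and markers of fibroblasts with serum under 1 each. The median log2 ratio after serum starvation and in serum-replete medium was −0.51 and −0.34 for BMP targets, 0.39 and −0.39 for integrins, 0.04 and −0.38 for Wnt pathway targets, and 0.32 and 0.30 for housekeeping genes. The STAT3 axis and the senescence secretome had medians of −0.047 and 0.20 after serum starvation, and TGF-β pathway components 0.16. In serum-replete medium, medians were 0.26 for the interferon response, which stood apart under 2 alternatives (percentiles 99.3 and 99.82), −0.0080 for cell death, 0.10 for immediate early and serum response genes, 0.0014 for cholesterol synthesis, 0.17 for hypoxia and glycolysis, and 0.090 for unfolded protein and amino acid stress. Of markers of loop of Henle and distal tubule, intercalated cells and endothelium, 2 genes each passed the filter, with medians of −2.03, −0.95 and −0.35 after serum starvation and −1.51, −1.16 and −0.20 with serum. Markers of leukocytes (5 genes) had medians of −0.0051 and −0.43. No fibroblast marker passed the filter after serum starvation, and 2 did with serum, with a median of −1.08.

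Neighboring genes moved together in 9 windows of 11 genes, against at most 2 in 100 shuffles of gene order, but the call depends on the size of the window, since 22 windows were found with 7 genes and 0 with 21. Of these, 8 windows overlap on chromosome 3 from 90498956 to 94451130 in mm10, a stretch with the S100a and Sprr gene families, whose 18 measured genes had a median log2 ratio of 0.79 after serum starvation and 1.07 with serum. The other lies on chromosome 8 from 91798511 to 94173567, with Irx3, Irx5 and Mmp2, and its 11 genes had medians of −1.04 and −1.20. Kit was listed at 0 in both TβRII-/- libraries, and at 1.137 FPKM and 7.50 FPKM in the serum-starved and serum-replete TβRII fl/fl libraries. Kit was chosen after its values were seen.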
